# ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells

**DOI:** 10.1371/journal.pone.0094187

**Published:** 2014-04-08

**Authors:** Lin Jiang, Ola Wallerman, Shady Younis, Carl-Johan Rubin, Elizabeth R. Gilbert, Elisabeth Sundström, Awaisa Ghazal, Xiaolan Zhang, Li Wang, Tarjei S. Mikkelsen, Göran Andersson, Leif Andersson

## Abstract

ZBED6 is a recently discovered transcription factor, unique to placental mammals, that has evolved from a domesticated DNA transposon. It acts as a repressor at the *IGF2* locus. Here we show that ZBED6 acts as a transcriptional modulator in mouse myoblast cells, where more than 700 genes were differentially expressed after *Zbed6*-silencing. The most significantly enriched GO term was muscle protein and contractile fiber, which was consistent with increased myotube formation. Twenty small nucleolar RNAs all showed increased expression after *Zbed6*-silencing. The co-localization of histone marks and ZBED6 binding sites and the effect of *Zbed6*-silencing on distribution of histone marks was evaluated by ChIP-seq analysis. There was a strong association between ZBED6 binding sites and the H3K4me3, H3K4me2 and H3K27ac modifications, which are usually found at active promoters, but no association with the repressive mark H3K27me3. *Zbed6*-silencing led to increased enrichment of active marks at myogenic genes, in agreement with the RNA-seq findings. We propose that ZBED6 preferentially binds to active promoters and modulates transcriptional activity without recruiting repressive histone modifications.

## Introduction

ZBED6 was recently discovered as a novel transcriptional repressor of *IGF2* because a mutation disrupting one of its binding sites in porcine *IGF2* intron 3 leads to greater postnatal IGF2 expression in skeletal and cardiac muscle and makes pigs grow more muscle and a bigger heart [1], [2]. The ZBED6 protein contains two putative zinc-finger BED domains, named after the chromatin-boundary-element-binding proteins BEAF and DREF [3], and a hAT dimerization domain, a feature characteristic of the *hobo*-*Ac*-*Tam3* transposase superfamily [4]. ZBED6 is unique to placental mammals and has evolved from a domesticated DNA transposon. It appears to have evolved an essential function after the split between marsupials and placental mammals but before the radiation of placental mammals [1], [5]. The primary amino acid sequence of ZBED6, in particular the region comprising the DNA binding BED domains (residues 129–183 and 266–318), is highly conserved among all placental mammals for which sequence information is available (>26 species).

ZBED6 contains one nucleolar localization signal (residues 61–80), which targets ZBED6 protein into the nucleolus [1]. This lysine- and arginine-rich signal sequence is positively charged and extremely conserved among 26 placental mammals. This suggests that the nucleolar localization of ZBED6 is important for its function. The nucleolus is the site for ribosomal RNA (rRNA) synthesis, rRNA processing through small nucleolar ribonucleoproteins (snoRNPs) and ribosome assembly with ribosomal proteins [6]. A number of transcriptional regulators including MyoD and Myogenin repress rDNA transcription in the nucleolus during myogenesis of C2C12 cells [7].

ChIP-sequencing using mouse myoblast-derived C2C12 cells and an anti-ZBED6 antibody revealed approximately 2,500 putative ZBED6 binding sites [1], and 1,200 genes, including *Igf2*, contained one or several putative ZBED6 binding sites within 5 kb of the defined transcription start site (TSS). It remains to be shown to what extent ZBED6 regulates these genes and whether ZBED6 always acts as a repressor or if it functions as a transcriptional activator at some binding sites. Silencing of ZBED6 in C2C12 cells leads to an up-regulation of *Igf2* mRNA expression and enhanced cell growth, as well as enhanced myotube formation during differentiation [1]. Mild ZBED6 overexpression, on the other hand, leads to growth retardation in C2C12 cells [8].

The underlying pathways leading to changes in myotube formation, the mechanism for ZBED6-mediated transcriptional repression and the importance of ZBED6 in regulating targets other than *IGF2* are important questions that remain to be explored. Here, we used small interfering RNA (siRNA) to suppress *Zbed6* expression in mouse myoblasts, and studied the effect of silencing on global gene expression by RNA-seq and used microarrays to validate differential expression. Furthermore, we integrated expression data with ZBED6 ChIP-seq data, transcription factor binding, and performed ChIP-seq for histone modifications before and after silencing to investigate the regulatory mechanisms of *Zbed6*.

## Results

### *Zbed6-*silencing in mouse myoblast cells

The *Zbed6*-silencing experiment was performed by transfecting C2C12 cells with a pool of *Zbed6* siRNAs. We used two different time points for analysis, two and four days post-transfection, and used a pool of scrambled siRNAs as a negative control. The silencing of *Zbed6* mRNA expression was verified by quantitative PCR. *Zbed6* mRNA was reduced by more than 70% and 50% on days 2 and 4, respectively (Figure 1A). ZBED6 protein level was efficiently suppressed on day 2, as verified by western blotting (Figure 1B). In addition, suppression of ZBED6 resulted in increased expression of its well-known target *Igf2*, starting on day 2 and reaching at least a 2.5- fold increase on day 4 (Figure 1A), consistent with our previous finding [1]. In summary, we efficiently silenced *Zbed6* in mouse myoblast cells and the level of silencing was sufficient to change the expression of downstream targets.

**Figure 1:**
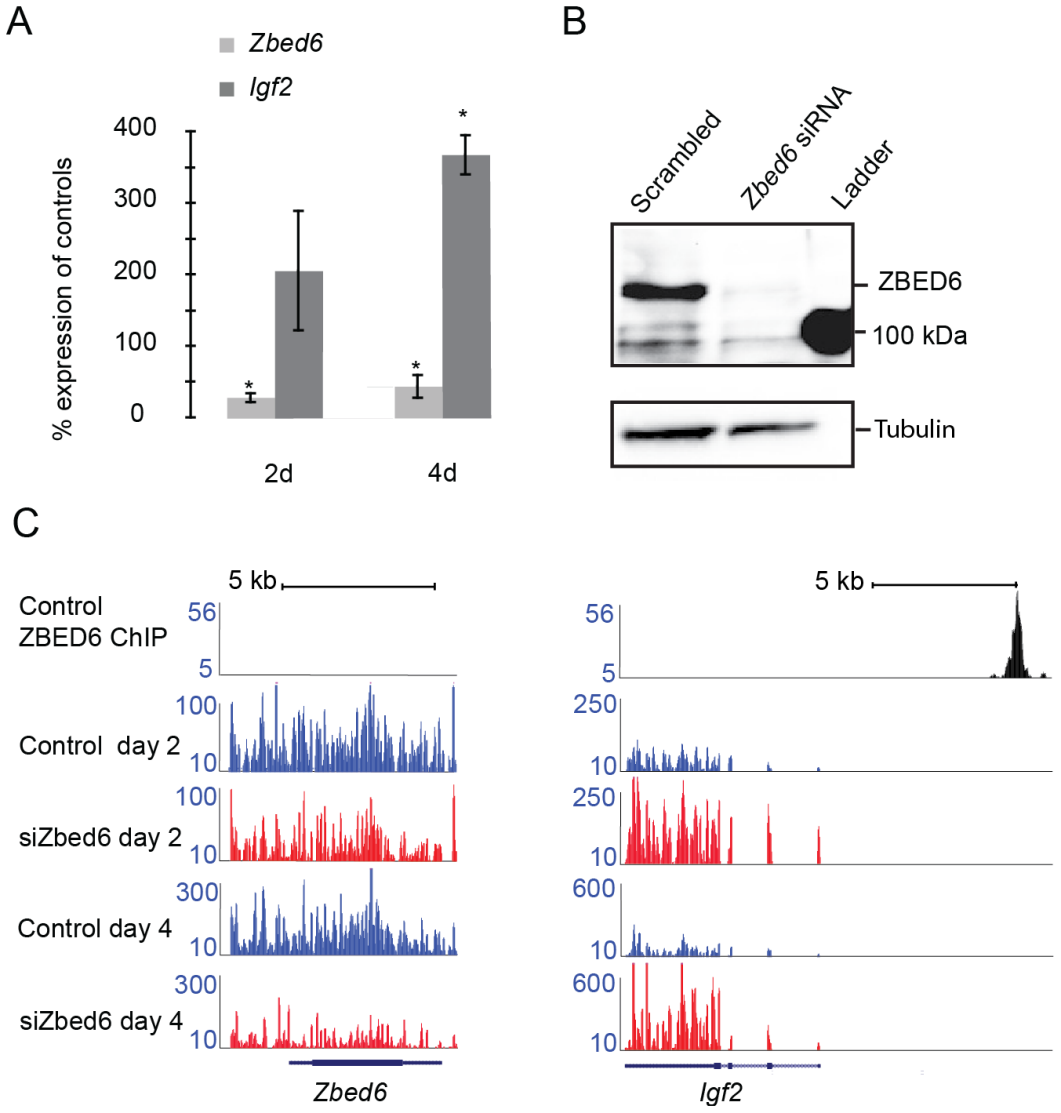
RNA sequencing of *Zbed6*-silenced myoblast cells. (A) Quantitative PCR validation of *Zbed6*-silencing (light gray bar) and *Igf2* up-regulation (dark gray bar) two and four days post-*Zbed6* siRNA transfection. Biological triplicates were performed for both *Zbed6* and scrambled siRNA. Error bars, s.e.m. The asterisk indicates a significant difference (P<0.05) between control and *Zbed6*-silenced samples. (B) Western blot validation of *Zbed6*-silencing. The protein lysates from the pooled biological triplicates for each siRNA treatment were equally loaded to the protein gel after measuring the concentration. The specific band for ZBED6 protein (110 kDa) appeared above the 100-kDa band from the protein ladder and α-Tubulin was used as a reference protein. (C) Direct comparison of the read counts (y-axis) from *Zbed6*-silenced and negative control RNA-seq data across *Zbed6* and *Igf2* regions for both two and four days post siRNA transfection. The ChIP-seq data with ZBED6 antibody from Markljung et al. [1] are shown to pinpoint the binding sites of ZBED6.

### Global effects of *Zbed6-*silencing measured by RNA-seq and expression arrays

We performed triplicate Zbed6 silencing experiments in C2C12 cells to prepare RNA for expression profiling with SOLiD strand-specific RNA sequencing and further used Illumina BeadChip arrays to validate the main results from the RNA-seq analysis. For RNA-seq, replicates were pooled and the sequencing gave 21–25 million uniquely aligned 50-bp reads per time point and sample (Table S1), of which 75% were mapped to known exons. By directly comparing read counts from the *Zbed6*-silenced samples with control samples across the *Zbed6* and *Igf2* genomic regions, we could verify a decreased expression of *Zbed6* and an increased expression of *Igf2* at both time points as expected (Figure 1C).

We calculated the gene expression in RPKM (reads per kilobase of exon per million mapped reads) using a gene model based on Ensembl annotations (see Methods). The detection threshold for the RNA-seq analysis was set to an RPKM value of at least 1 in at least one of the four samples. One RPKM has previously been estimated to equal one transcript per C2C12 cell [9]. We detected 13,344 (35.6%) out of the 37,515 annotated Ensembl genes in at least one sample using this criterion. Most genes were expressed with less than 100 copies per cell and only 82 (0.6%) expressed more than 500 copies per cell (Figure S1).

Differential expression (DE) between *Zbed6*-silenced and control samples was calculated using DEGseq [10] with a false discovery rate (FDR) of 0.001 and a fold change of 1.5 or higher. This gave 1,094 DE genes on day 2 and 4,412 on day 4. The correlation between RNA-seq fold changes computed on the data from day 2 versus that from day 4 was highly significant (r = 0.50, P<10^−16^, Figure S2A). Thus, most genes had the same direction of expression change from day 2 to day 4 after *Zbed6*-silencing. We reasoned that genes that show the same change of expression on both time points are less likely to be false positive and that the larger number of DE genes at the later timepoint indicates more secondary effects, thus we decided to focus on the DE genes at day 2 and also required the same direction of change between day 2 and day 4 for the definition of genes with significant differential expression. We thereby identified 780 DE genes after *Zbed6*-silencing in C2C12 cells.

In the microarray analysis, 8,537 (44.6%) out of 19,100 unique Ensembl genes present on the array were detected as being expressed. More than half of the DE genes (412/780) were either not identified as expressed or not present on the array. A large fraction (40%) of these genes belongs to different classes of non-coding RNAs, pseudogenes and hypothetical proteins that are not well represented on the array, and the remaining genes were on average more lowly expressed than the genes detected by both platforms (56% versus 69% had a RPKM<15, Table S2). The fold changes measured by RNA-seq and arrays were strongly correlated for the 368 DE genes that were detected with both methods (r = 0.56, P<0.001). About one third of these genes had a significant change in the same direction on the array (multiple test-adjusted P<0.05). The overlap of DE genes was lower for lowly expressed transcripts compared to those with medium or high expression (30% and 35%, respectively). This comparison strongly indicated that RNA-seq generated robust and reliable data and these have been used for the following analyses.

In total we found 20 small nucleolar RNA genes that were differentially expressed and strikingly, all of these genes were up-regulated after *Zbed6*-silencing at both time-points (Table 1). The up-regulation of the small nucleolar RNA genes was further confirmed by qPCR. Three of the five randomly selected genes showed up-regulation after *Zbed6*-silencing by qPCR and for two of these genes the change in RNA levels were statistically significant (P<0.05, Table 1).

**Table 1:** Small nucleolar RNA genes significantly up-regulated according to RNA-seq both on day 2 and day 4 after *Zbed6* silencing and qPCR validation.

Gene symbol	ZBED6 sites (within 10 kb)	Average expression	M-value		
			RNA-seq Day2	RNA-seq Day4	qPCR Day2
*Snord12*	no	high	1.22	1.05	−0.10
*Snord14c*	no	high	0.87	1.12	
*Snord14d*	no	high	0.85	0.80	
*Snord15a*	no	high	1.74	5.13	
*Snord21*	no	medium	1.29	1.70	
*Snord32a*	yes	high	0.64	1.40	
*Snord34*	yes	high	0.59	1.22	
*Snord35a*	yes	high	0.79	0.63	
*Snord35b*	no	high	1.48	1.02	
*Snord42a*	no	high	1.32	0.83	
*Snord47*	yes	high	1.01	0.89	0.14
*Snord49a*	no	high	0.73	1.46	
*Snord53*	no	high	1.33	0.56	
*Snord55*	no	high	0.98	1.26	
*Snord57*	yes	high	1.11	1.31	0.64^a^
*Snord65*	no	high	1.07	1.73	
*Snord66*	no	high	0.86	1.18	
*Snord82*	no	high	0.85	1.60	0.59^a^
*Snord95*	no	high	0.67	1.19	−0.28
*Snord100*	no	high	0.67	1.60	

a Student's t-test, P<0.05).

We further validated the expression changes for six protein-coding genes with low or medium expression (*Fgf11*, *Nfkbil1*, *Myo5a*, *Nr4a1*, *Sfrp2* and *Ddit4*) and one highly expressed long noncoding RNA (H19) by qPCR. The fold changes measured by RNA-seq and qPCR were significantly correlated (r = 0.84, P<0.001). All seven genes showed consistent direction of change between qPCR and RNA-seq, with significant qPCR values for all except *Ddit4* (Student's t-test, P<0.05, Table S3).

### Genes encoding muscle proteins were significantly over-represented among the DE genes

The 780 DE genes were submitted for an enrichment analysis of Gene Ontology terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (see Methods). We found highly significant enrichment for GO categories representing muscular functions, such as genes encoding muscle protein, contractile fiber, myofibril, heart development, muscle contraction, actin cytoskeleton, actin binding and sarcomere were significantly enriched (FDR-corrected P<0.05, Figure 2A, Table S4). A total of 64 genes were found in these GO categories, which could be further clustered into three groups (muscle protein and contractile fiber, cytoskeleton protein binding and heart development) and the RNA-seq data showed that the majority (54/64) were up-regulated after *Zbed6*-silencing. Forty of these genes were also present in the microarray analysis and half of them were identified as differentially expressed in both RNA-seq and array (Figure 2B). These include *Tmod1*, *Homer1*, *Myoz2*, *Tpm2*, *Tnni2*, *Actc1*, *Myom1*, *Tnnt3* and *Casq2*, all associated with muscle protein and contractile fiber, and all were significantly up-regulated after *Zbed6*-silencing. Moreover, genes associated with heart development (*Ttn*, *Smyd1*, *Htr2b*, *Tgfbr1* and *Mef2c*) were also up-regulated. For the genes associated with cytoskeleton protein binding, *Ndn* and *Maea* were down-regulated after silencing in both RNA-seq and array; whereas *Dstn*, *Dync1i1* and *Ablim3* were up-regulated after silencing. Only one gene (*Mtap1b*) showed a different direction of expression changes between RNA-seq and array data after silencing.

**Figure 2:**
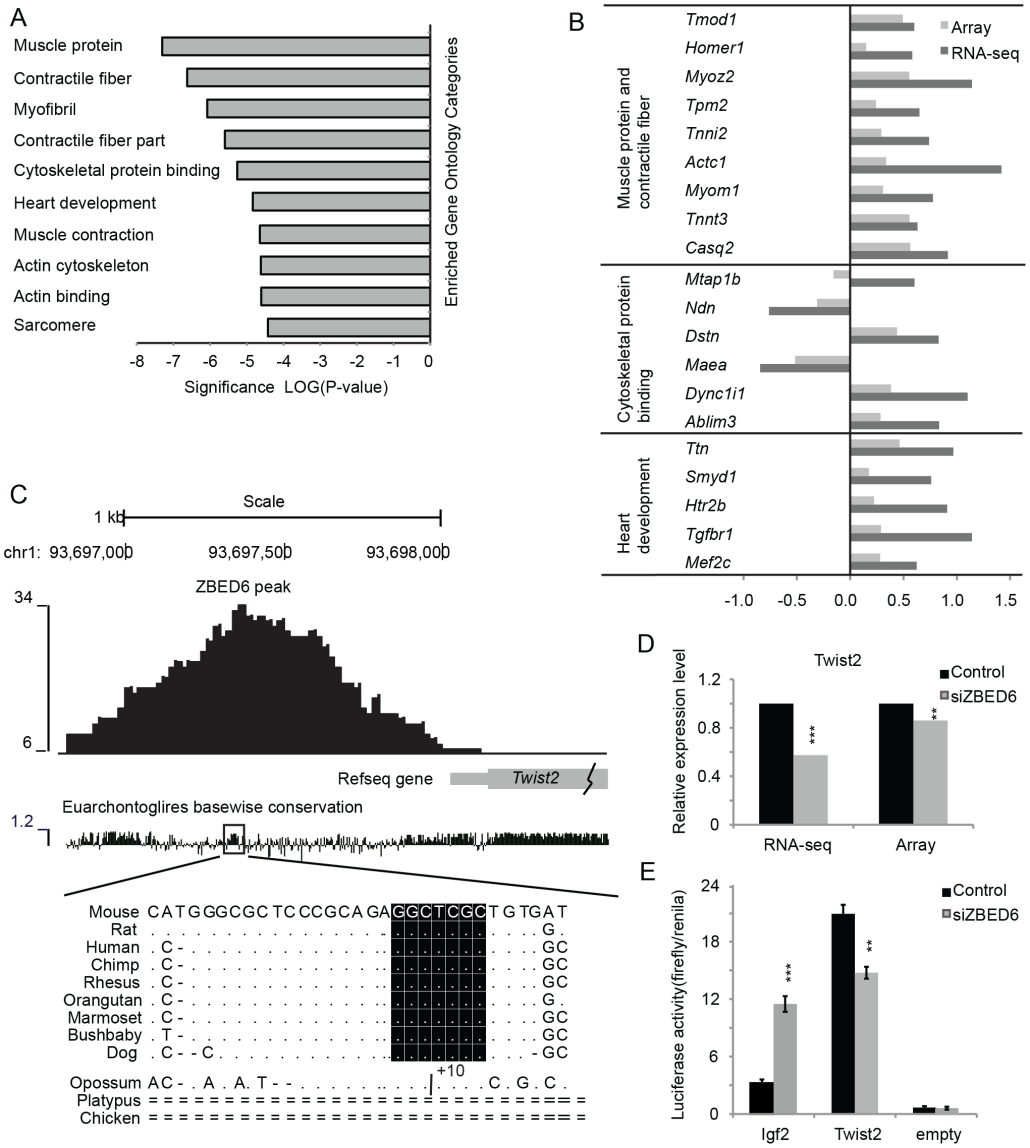
Muscle proteins were significantly enriched among the differentially expressed (DE) genes. (A) The significantly enriched GO categories (y-axis) in the DE genes with FDR <0.05. (B) The Log2 fold changes from both RNA-seq (dark) and arrays (grey) of the DE genes associated with muscle proteins and contractile fiber, cytoskeleton protein binding and heart development. (C) The ZBED6 peak at about 1 kb upstream of *Twist2* gene (grey box) displayed together with placental mammal conservation score. The peak maxima overlapped with a highly conserved region (grey box), which contained the consensus motif GCTCGC of ZBED6 only in the placental mammals. A 10-bp insertion (+10) was present within the consensus motif in the opossum genome, indicating lack of ZBED6 binding site in this region. (D) The relative expression levels of *Twist2* from RNA-seq and array in either *Zbed6*-silenced or control C2C12 cells. (E) The relative luciferase activity (the ratio of firefly to *Renilla*) of *Igf2*, *Twist2* and empty pGL3 basic constructs in *Zbed6*-silenced or control C2C12 cells. **, P<0.01; ***, P<0.001.

### Genes with ZBED6 binding sites are overrepresented among DE genes after *Zbed6*-silencing

In our previous C2C12 ChIP-seq experiment [1] we identified 2,500 putative ZBED6 binding sites, with close to 1,200 genes associated to ZBED6 peaks. Here, we performed a second ChIP-seq experiment using the Illumina HiSeq system to get a higher confidence in the localization of ZBED6 binding sites in C2C12 cells. We found a good agreement between the two replicates, but identified more peaks with better enrichment and resolution in the new dataset (Figure S3), and thus used the new dataset for comparison to differential expression. To estimate to what extent the loss of direct binding of ZBED6 influenced the expression of the target genes we first compared the new set of ZBED6 peaks (n = 3,780) to a filtered list of DE genes, where small non-coding RNAs and genes not present in the refGene dataset were removed. There was a significant enrichment for ZBED6 binding sites at DE genes compared to the expressed non-DE genes, and when the direction of change was considered this difference was found to come from up-regulated genes (Table 2) suggesting that ZBED6 primarily acts as a repressor.

**Table 2:** Analysis of the correlation between differential gene expression (DE) after *Zbed6* silencing and the presence of ZBED6 binding sites within 5 kb of the transcription start site (TSS).

		DE genes		
ZBED6 sites	Non DE genes	All	Up-regulated	Down-regulated
Yes	2681 (24.6%)	187 (29.8%)^a^	131 (32.8%)^a^	56 (24.6%)
No	8194	440	268	172
Total	10875	627	399	228

a Overrepresentation of genes with ZBED6 binding sites among DE genes (Chi square test, two-tailed, d.f. = 1; Non DE genes vs All DE genes, P = 0.004; Non DE genes vs up-regulated DE genes, P = 0.002)

The RNA-seq analysis at day 2 and 4 showed that there are three times more DE genes on day 4 than on day 2 but there was no significant overrepresentation of ZBED6 sites even for up-regulated DE genes on day 4 (27.2% versus 24.6% for all expressed genes, P = 0.25). This again suggests that there were more secondary effects on day 4.

Most of the DE genes were not identified as direct ZBED6 targets, which implies that the majority of differential expression is caused by secondary effects. We therefore searched the promoter region (from −2 kb to 2 kb of TSS) of the genes showing significant up- or down-regulation after *Zbed6*-silencing for overrepresentation of other transcription factor binding motifs using the oPOSSUM software (see Methods). There were five different motifs significantly overrepresented in up- and down-regulated genes (Table 3) and all five transcription factors (TFs) that bind to the corresponding motifs were expressed in C2C12 myoblast cells according to our RNA-seq data. Three of these transcription factor genes (*Nfkb1*, *Elk4*, and *Sp1*) were only overrepresented among down-regulated genes while the other two (*Mef2a* and *Prrx2*) were exclusive to up-regulated genes (Table 3). Of these genes, only SP1 had a significant ZBED6 ChIP-seq peak, but *Nfkb1* and *Elk4* had at least two-fold decrease in expression at day 2 after *Zbed6*-silencing according to qPCR analysis (Table 3).

**Table 3:** Overrepresentation analysis of transcription factor binding sites within 2- or downstream of the transcription start site of genes showing significant differential expression after *Zbed6*-silencing in C2C12 myoblast cells.

Transcription	TF	Up-/Down- regulation	Enrichment		Expression analysis	
factor	class		n^a^	P^b^	M^c^	P^d^
NFKB1	REL	down	125	1.54E-04	−2.03	0.01
ELK4	ETS	down	180	3.99E-04	−1.15	0.01
SP1	C2H2	down	318	3.24E-02	−0.21	0.54
MEF2A	MADS	up	98	1.27E-10	−0.58	0.22
PRXX2	HOMEO	up	186	4.72E-08	0.52	0.23

a Number of genes containing the transcription factor binding site.

b Fisher's exact test.

c M-values represent log2 transformation of fold changes between *Zbed6*-silenced samples and negative controls estimated by qPCR analysis. Triplicates for each treatment were used.

d Student's t-test were used to calculate the statistical significance.

### Validation of genes activated by ZBED6

The ZBED6 binding site (5′GGCTCGC3′) upstream of *Igf2* is 100% conserved among all placental mammals with sequence information. We therefore searched for other conserved matches to the core motif sequence in close vicinity to ZBED6 peaks located within 5 kb of genes. Overall, 22% of the peaks had a conserved GCTCG sequence located within 100 bp of the summit. For DE genes, we identified 45 genes that were associated with evolutionary conserved ZBED6 binding sites, with 17 down-regulated and 28 up-regulated after silencing ZBED6 (Table S5). There was a higher percentage of conserved sites among down-regulated genes (39% versus 27% for peaks with a motif match), however this difference did not reach significance (Fischer's exact test, P = 0.12). The up-regulation of *Igf2*, *Ppm1e*, *Igsf11*, *Ppm1l*, *Ablim3*, *G3bp2* and *Homer1* and the down-regulation of *Twist2*, *Sfrp2*, *Socs3* and *Slc9a3r1* were confirmed by array data. Interestingly, motifs in up-regulated ZBED6 target genes were associated with a palindrome structure that partially overlap the consensus motif, as is the case at the validated ZBED6 binding site in *Igf2*, while none of the down-regulated target genes were associated with a palindrome (Table S5).

To further explore the effect of the palindrome structure and if ZBED6 could also function as an activator, we analyzed a potential binding site 1 kb upstream of *Twist2,* a gene that encodes an important basic-helix-loop-helix transcriptional repressor of muscle-specific genes [11]. Similar to the *Igf2* binding site, this region has a ZBED6 consensus motif overlapping 16-bp that is highly conserved among all placental mammals (Figure 2C). The expression of *Twist2* was significantly down-regulated after *Zbed6*-silencing (Figure 2D), in contrast to the increased *Igf2* expression after *Zbed6*-silencing. We generated a construct with both the ZBED6 binding site and promoter from *Twist2* and a luciferase reporter gene cloned into a pGL3 basic vector. We transfected the construct into either *Zbed6*-silenced or control C2C12 cells and measured the luciferase activity; an empty pGL3 basic vector and a construct with the confirmed ZBED6 binding site from *Igf2* were used as negative and positive controls, respectively. The expression of the reporter gene after silencing was decreased using the *Twist2* construct but increased using the *Igf2* construct (Figure 2E), consistent with reduced *Twist2* expression and increased *Igf2* expression after *Zbed6*-silencing.

To confirm that ZBED6 can activate *Twist2* transcription, we used the wild-type *Twist2* Luciferase construct (WT) and generated three different mutant constructs MUT, with a G-to-A mutation, DEL, with a deletion of the motif, and PAL that has the same palindrome sequence as present at the *Igf2* binding site (Figure 3A). After transfection of these four constructs into either *Zbed6*-silenced or control mouse myoblast cells, the luciferase activities were measured as before. Compared with the WT construct, both MUT and DEL reduced the expression of the reporter gene significantly (Figure 3B). Silencing of ZBED6 resulted in a significant decrease of the expression for the WT but not for the MUT and DEL constructs. These results imply that ZBED6 directly binds to the consensus motif upstream of *Twist2* and can activate transcription from the *Twist2* promoter, consistent with the RNA-seq data. Interestingly, the PAL construct that involves the same palindrome sequence as present at the *Igf2* binding site, showed a significant decrease in reporter gene expression compared with wild-type (Figure 3B). Furthermore, expression from the PAL construct increased after *Zbed6*-silencing (Figure 3B) implying that ZBED6 acts as a repressor in the context of the palindrome sequence. To further verify the direct binding of ZBED6 to the *Twist2* upstream region we carried out an electrophoretic mobility shift assay (EMSA) with wild-type (WT) and mutant oligonucleotides derived from MUT, DEL and PAL using nuclear extracts from mouse C2C12 myoblast cells (Figure 3C). The results indicated specific ZBED6-binding to the *Twist2* WT and PAL sequences but not to the MUT and DEL sequences in which the GCTCG consensus motif has been disrupted or deleted. Furthermore, the specificity was supported by the efficient competition achieved using a 50-fold excess of a cold Igf2-oligonucleotide containing a validated ZBED6 binding site. The new ChIP-seq dataset supports binding to *Twist2*, however, the signal over this region is relatively weak. To confirm the *in vivo*-binding to this region we performed ChIP-qPCR on a third sample, and further identified enrichment over the corresponding region in ChIP from human cell lines (Figure S4).

**Figure 3:**
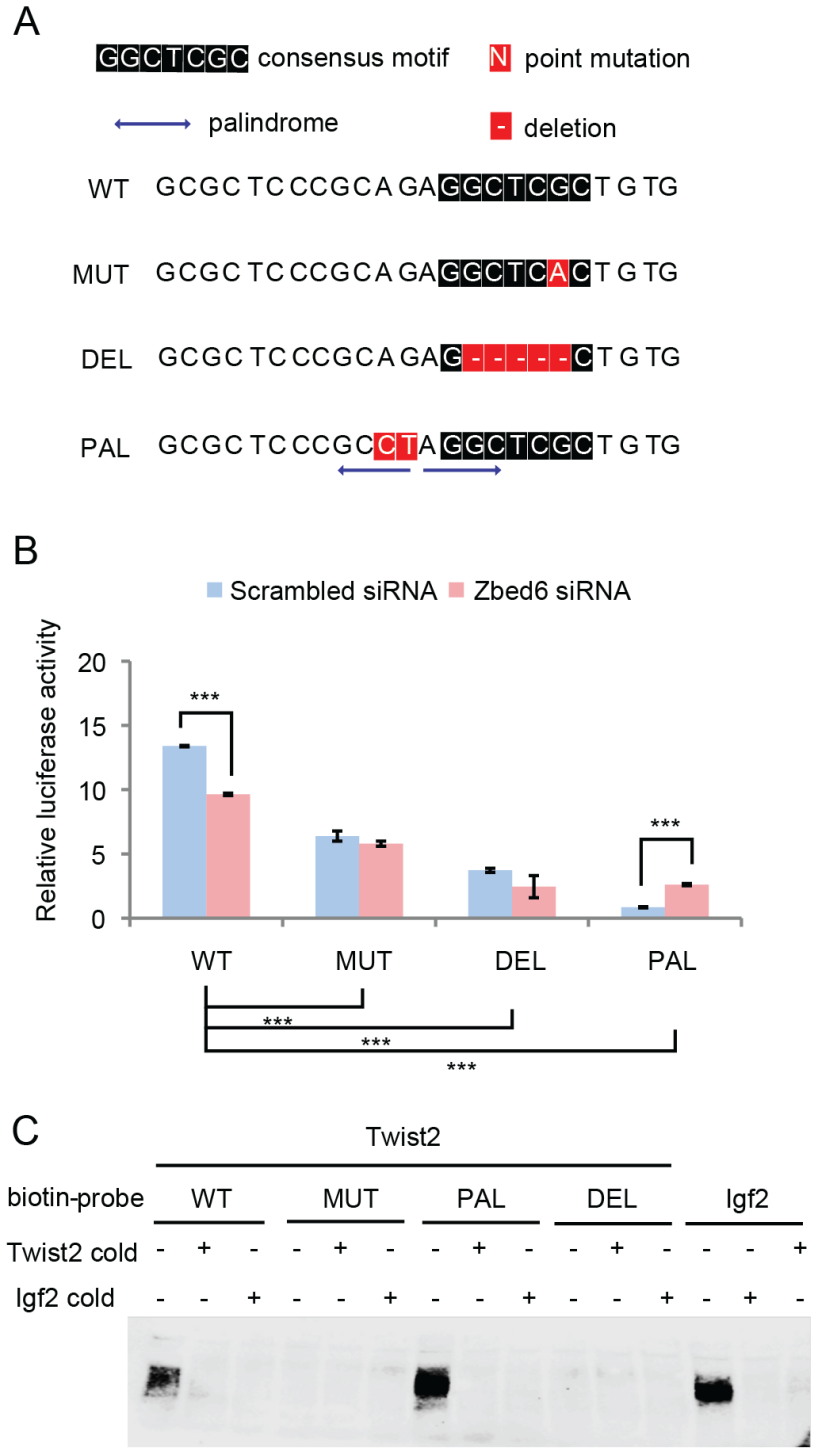
Luciferase assays for the *Twist2* locus using constructs where the ZBED6 binding site was altered. (A) The 24-bp conserved ZBED6 binding site at the *Twist2* gene (WT) was mutated to generate MUT containing a single G-to-A mutation at the ZBED6 consensus motif, to DEL by deleting the consensus motif, and to PAL by altering two nucleotides that created the same palindrome sequence as present at the *Igf2* locus (PAL). (B) The relative luciferase activity (the ratio of firefly to *Renilla*) of WT, MUT, DEL, PAL constructs in *Zbed6*-silenced (blue) or control C2C12 cells (pink). Standard errors of the mean are displayed by the error bars. ***, P<0.001. (C) EMSA of WT, MUT, DEL, PAL and *Igf2* biotin probes incubated with C2C12 nuclear extracts showing binding of endogenous ZBED6 to the WT, PAL and *Igf2* biotin probes but not to the MUT and DEL biotin-probes. The binding complex was competed using an 100-fold excess of the corresponding *Twist2* cold probe or *Igf2* cold probe.

### ZBED6 binding sites are strongly associated with histone marks for active promoters

By overlapping the ChIP-seq signal of histone marks from untreated C2C12 myoblast cells (accession number GSE33227) with the ZBED6 binding sites, we observed a highly significant co-localization between ZBED6 and marks associated with open and active promoters (H3K4me2, H3K4me3 and H3K27ac; Figure 4A, left panel). 

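The histone marks were profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in C2C12 cells, a mouse myoblast line that forms myotubes in low-serum medium. The untreated myoblasts were grown in 10% serum. The sample labels give passages 15 to 18 for the cells, and the paper gives passages 10 to 18. 1 library was sequenced for each of 6 marks, so no value has a replicate, and no input library was used here. The authors aligned the reads to the mm9 genome with Mosaik 1.0.1384, kept the uniquely aligned reads and called peaks with MACS. The deposited files list uniquely aligned reads of 34 bp, each counted as 1, and the MACS peaks of each library with their scores. The myoblast libraries held 4292142 reads for H3K4me2, 2774474 for H3K4me3, 1858771 for H3K27ac, 6474855 for H3K4me1, 7016696 for H3K27me3 and 7033100 for H3K36me3. At this depth the genome mean lay between 0.727 reads per kb, for H3K27ac, and 2.75 reads per kb, for H3K36me3. Each read was extended to 150 bp, and the fragment midpoints were counted in a window of 1 kb centred on each site. Fold enrichment is this number over the mean of the same library on chromosomes 1 to 19 and X, which hold 2555806925 bases other than N. Intervals of single sites are exact Poisson intervals, and intervals of medians over sites are exact binomial intervals of the order statistics, all at 95%. Where a site has no read, the fold that 3 reads would give is stated as its limit, which is lower than the upper bound of the Poisson interval. Between 0.42% and 3.14% of the reads of a myoblast library were repeats beyond the first read at their position and strand. The intervals cover counting error only. The full list of ZBED6 peaks was not used here. The sites are the 26 conserved ZBED6 sites whose positions Table S5 gives, while the text counts 45 genes with such a site, so the values describe these 26 sites and no test of co-localization was run. The list of MACS peaks deposited with the H3K27me3 sample held reads of the H3K27ac library at 36.4 times the genome mean and reads of the H3K27me3 library at 0.804 times. The list deposited with the H3K27ac sample held H3K27me3 reads at 6.76 times the genome mean and H3K27ac reads at 0.588 times. Peaks of these marks are given by the sample with which their list was deposited, and fold enrichment does not use the lists.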

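H3K4me2 had the highest enrichment at the 26 sites, with a median fold of 60.5 (95% interval 35.2 to 79.9) and a median of 101.5 reads per site. The site of Stc2 had the highest H3K4me2, 128-fold, and the site of Igf2 the lowest, 2.38-fold (0.650 to 6.10). The interval lay above the genome mean at 25 sites, and 25 sites overlapped a deposited H3K4me2 peak. The median fold of H3K4me3 was 33.2 (23.1 to 52.6), from 0 reads at the Igf2 site to 106-fold at the Ddit4 site. It lay above the genome mean at 24 sites, and 23 sites overlapped an H3K4me3 peak. For H3K27ac the median fold was 25.5 (11.0 to 42.7), from a median of 18.5 reads per site. Ddit4 was again highest, at 99.1-fold, and the sites of Igf2 and Sfrp2 had no H3K27ac read, with a limit of 4.13-fold. The H3K27ac interval lay above the genome mean at 23 sites. No site overlapped a peak of the list deposited with the H3K27ac sample, and 20 sites did so when the lists of H3K27ac and H3K27me3 were exchanged. At 23 of the 26 sites all 3 marks lay above the genome mean. The exceptions were Ppm1e, where H3K27ac did not, Sfrp2, where only H3K4me2 did, and Igf2, where none of them did. Promoters, taken as 1 kb centred on 1 transcription start site (TSS) per protein-coding gene, give a scale for these values. At the 10869 promoters with an H3K4me3 peak the median fold was 39.9 for H3K4me2, 39.7 for H3K4me3 and 34.4 for H3K27ac. At the 11473 promoters without one it was 0.596, 0.922 and 0. The choice that moved the H3K4me2 median most was the background. Over the mean of the 200 kb around each site, without its central 10 kb, the median fold was 29.1 for H3K4me2, 22.9 for H3K4me3 and 10.3 for H3K27ac. With only the genes whose RNA-seq M-value on day 2 was at least 1 or at most -1, H3K4me2 moved nearly as far. The medians of H3K4me3 and H3K27ac were then lower still, over 4 up-regulated and 2 down-regulated genes. The sites of Table S5 were listed for differentially expressed genes, and 21 of them lie within 1 kb of a TSS of their gene. High levels of these marks can follow from that choice alone, so these values do not test where ZBED6 binds. From the association of ZBED6 sites with high levels of these marks, which are usually found at active promoters, the paper reasons that ZBED6 tends to bind active promoters.

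**Figure D1:**
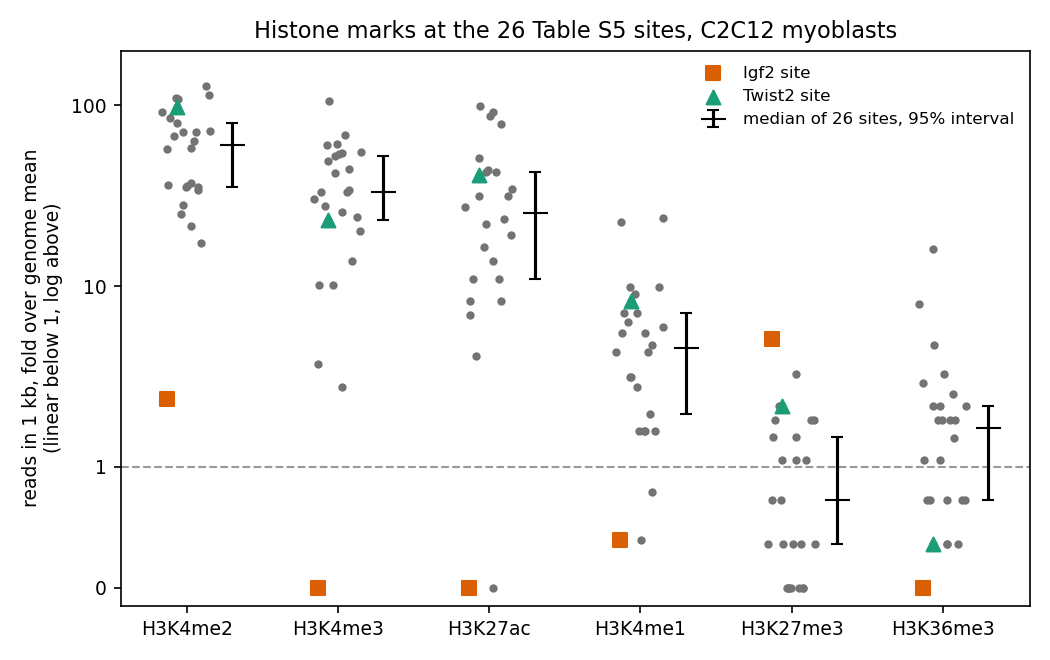
Fold enrichment of 6 histone marks in C2C12 myoblasts at the 26 sites of Table S5, as reads in 1 kb over the genome mean, on an axis that is linear to 1 and logarithmic above it. Each point is 1 site, with Igf2 and Twist2 marked, and bars give the median with its 95% interval, which is 60.5 for H3K4me2 and 0.729 for H3K27me3.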

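H3K4me1 had a median fold of 4.54 (95% interval 1.97 to 7.11) over the 26 sites, from a median of 11.5 reads per site. Its interval lay above the genome mean at 18 sites, and 7 sites overlapped a deposited H3K4me1 peak. The site of Arc had the highest H3K4me1, 23.7-fold (18.1 to 30.5), and the sites of Igf2 and Larp4 the lowest, 0.395-fold. The median of the promoters with an H3K4me3 peak was 2.37-fold for the same mark. H3K36me3 had a median fold of 1.64 (0.727 to 2.18), against 1.45 at promoters with an H3K4me3 peak and 0.364 at promoters without one. It lay above the genome mean at 6 sites, those of Ddit4, Fgf11, Larp4, Pim3, Slc9a3r1 and Socs3, and was highest at Socs3, 16.0-fold (11.6 to 21.5). H3K27me3 had a median fold of 0.729 (0.365 to 1.46), which is also the median of the promoters with an H3K4me3 peak. The median was 2 reads per site and 7 sites had none, with a limit of 1.09-fold and an upper Poisson bound of 1.34-fold at each, so a level below the genome mean could not be told from it at this depth. The interval lay above the genome mean at 2 sites, Igf2, with 5.10-fold (2.79 to 8.56), and Sfrp2, with 3.28-fold (1.50 to 6.23). With the library thinned to the size of the smallest library, the Sfrp2 site had 0 reads. 20 sites overlapped a peak of the list deposited with the H3K27me3 sample, all but those of Ablim3, Fgf11, Igf2, Kbtbd8, Sfrp2 and Slc9a3r1. With the lists of H3K27ac and H3K27me3 exchanged, no site overlapped an H3K27me3 peak. With the 200 kb around each site as the background, the medians became 2.22 for H3K4me1, 0.95 for H3K36me3 and 0.678 for H3K27me3. Slc9a3r1 and Kbtbd8 were named after their values were seen.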

No association was seen to marks found at enhancers (H3K4me1) or throughout expressed genes (H3K36me3), and further no enrichment was seen for genes which are in a silent state marked by repressive histone marks such as H3K27me3 (Figure 4A, left panel). This result was confirmed by analyzing a previously published dataset [12] on the distribution of histone marks in C2C12 cells. 

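The shape of the signal was measured at each of the 26 sites as the reads within 150 bp of the site midpoint over the reads in flanks that begin 1000 bp away, per base and with 1 read added to both. The median centre-to-flank ratio was 2.74 (95% interval 1.95 to 3.82) for H3K4me2, with 24 sites above 1, and 2.88 (1.71 to 4.55) for H3K4me3, with 22 sites above 1. H3K27ac had a median ratio of 2.25 (0.862 to 4.44), with 18 sites above 1, and its interval includes 1. The ratio was 0.787 (0.469 to 1.11) for H3K4me1, 0.714 (0.625 to 0.909) for H3K27me3 and 1.00 (0.625 to 1.47) for H3K36me3. These rest on a median of 3, 0 and 1.5 reads at the centre, so the added read pulls them toward 1. With flanks 500 to 1000 bp away, the ratio of H3K4me3 was 1.39. Positions in promoters with an H3K4me3 peak, matched on distance from the TSS to occurrences of the motif GGCTCGC, had a median H3K4me3 ratio of 3.89. For H3K4me3, a ratio above 1 therefore does not set the sites apart from other promoter positions. The other marks were not compared in this way. In the mean profile over the sites, read along the genome and smoothed over 5 bins of 50 bp, H3K4me3 was highest at 75 bp and H3K27ac at -75 bp from the midpoint. H3K4me2 was highest at -275 bp, with a mean fold of 71.0 against 64.4 within 150 bp of the midpoint.

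**Figure D2:**
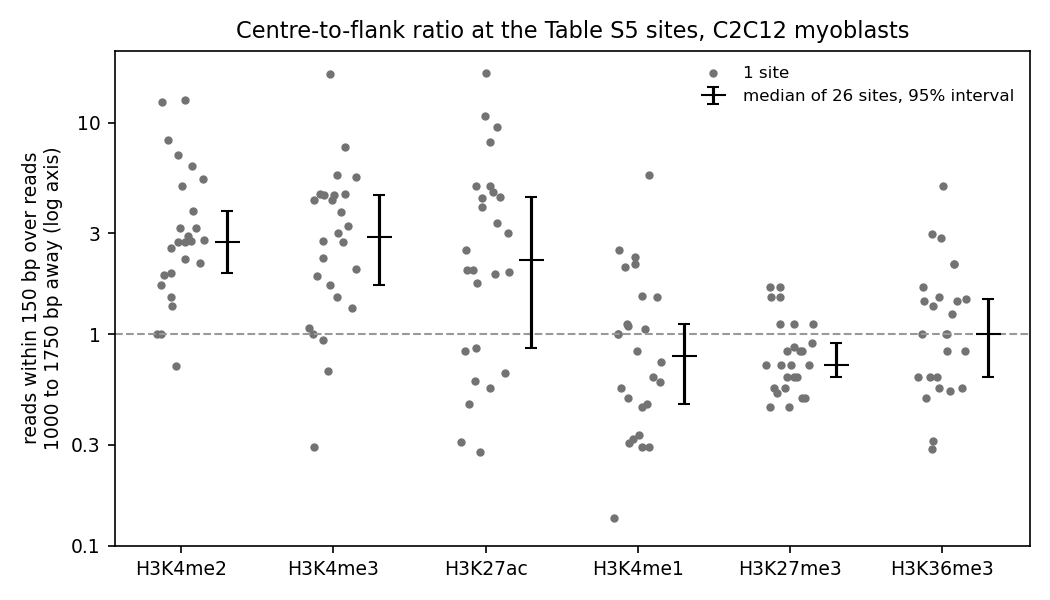
Centre-to-flank ratio of 6 histone marks in C2C12 myoblasts at the 26 sites of Table S5, on a logarithmic axis, with 1 point per site and bars for the median with its 95% interval. The medians of H3K4me2 (2.74) and H3K4me3 (2.88) and their intervals lie above the dashed line at 1.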

The average signal of histone modifications generally decrease over transcription factor binding sites [13] but for ZBED6 the signal peaked at the center of the ZBED6 binding sites, suggesting that it does not require histone-free DNA to bind. We compared the signal for H3K4me3 centered on the ZBED6 binding sequence GCTCG to that centered on peaks for a transcription factor (GABPa) known to bind in the nucleosome-free region upstream of TSS of active genes [14] and to that of PolII, which show a distribution similar to ZBED6 (Figure 3A, right panel). We further divided the ZBED6 binding sites into two groups, those associated with genes showing at least two-fold up-regulation after *Zbed6*-silencing and those at least two-fold down-regulated; only genes containing ZBED6 sites within 5 kb up- or downstream of TSS were included here. 

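In Table S5, 15 of the 26 sites belong to genes up-regulated after Zbed6 silencing and 11 to down-regulated genes. The marks are those of untreated myoblasts. H3K4me3 had a median fold of 33.2 in both groups, with a 95% interval of 10.1 to 52.6 at the up-regulated genes and 20.3 to 68.3 at the down-regulated genes. H3K27me3 also had the same median in both groups, from 2 reads per site. The median of H3K27ac was 16.5 (8.26 to 44.0) at the up-regulated and 31.7 (11.0 to 50.9) at the down-regulated genes. For H3K4me1 the medians were 2.76 (1.58 to 7.11) and 5.53 (3.16 to 9.87), and for H3K36me3 1.09 (0.727 to 1.82) and 2.18 (0.364 to 8.00). The intervals of the groups overlapped for each of these 5 marks. Overlap of separate intervals is not a test, and the ratio of the groups was not tested for these marks. Whether the groups differ was therefore not decided with 15 and 11 sites. Over the 200 kb around each site in place of the genome mean, the order of the groups reversed for H3K27ac, with 19.2 at the up-regulated and 7.41 at the down-regulated genes, for H3K4me1, with 3.09 and 1.18, and for H3K36me3, with 0.955 and 0.734. The medians that were equal became 27.1 and 21.7 for H3K4me3 and 0.725 and 0.644 for H3K27me3.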

We observed similar profiles in the two groups for all six histone modifications except H3K4me2 (Figure S5). There was a stronger enrichment of the active histone mark H3K4me2 modification in the vicinity of ZBED6 binding sites of down-regulated genes after *Zbed6*-silencing (P<0.001, Student's t-test) compared with up- regulated genes.

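At the sites of Table S5, the median H3K4me2 fold was 35.8 (95% interval 28.0 to 57.8) over the 15 up-regulated genes and 91.8 (63.2 to 114) over the 11 down-regulated genes. These intervals do not overlap. Beyond draws of the sites of each group, no test between the groups was run, because Table S5 holds fewer genes than the text counts. The lowest site of the down-regulated genes, Sfrp2, had 21.5-fold H3K4me2 (15.0 to 29.7), and the highest site of the up-regulated genes, Ppm1l, had 84.6-fold. The ratio of the medians was 2.57, with a central 95% from 1.40 to 3.18 over 10000 draws of the sites with replacement. It stayed between 2.57 and 2.75 with a window of 300 bp, with 1 read per position and strand, and with the genes whose RNA-seq M-value on day 2 was at least 1 or at most -1, which leaves 4 up-regulated and 2 down-regulated genes. The direction reversed when the 200 kb around each site, without its central 10 kb, replaced the genome as the background. The median fold was then 39.8 at the up-regulated and 21.8 at the down-regulated genes, a ratio of 0.547. The surrounding 200 kb held H3K4me2 at a median of 1.12 times the genome mean around the up-regulated genes, with a range from 0.267 to 6.69. Around the down-regulated genes the median was 4.50, with a range from 0.630 to 7.41.

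**Figure D3:**
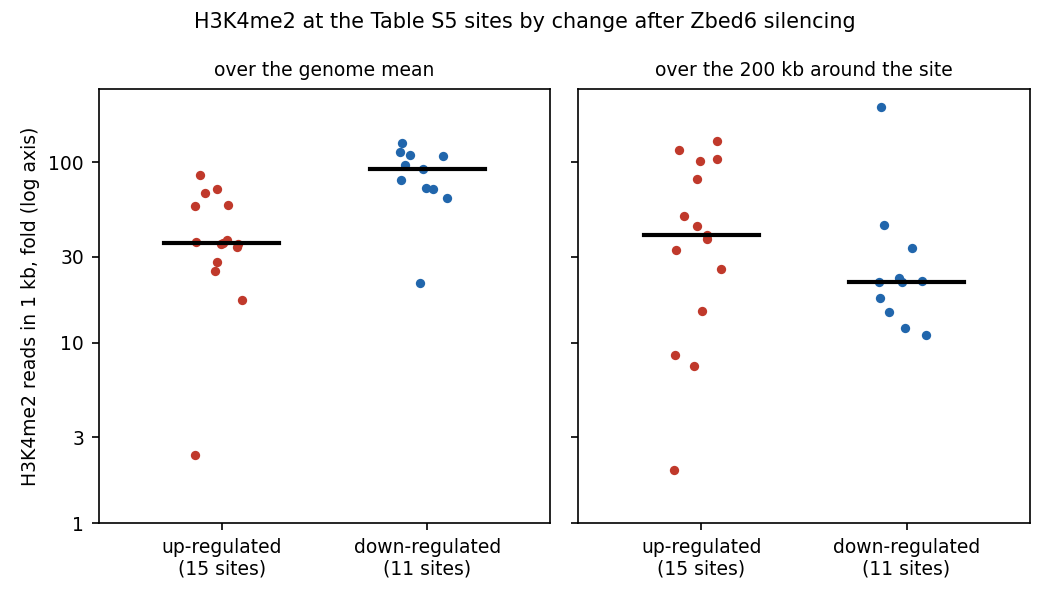
H3K4me2 in C2C12 myoblasts at the sites of Table S5, grouped by the change of the gene after Zbed6 silencing, as reads in 1 kb over the genome mean and over the 200 kb around each site, on logarithmic axes. Each point is 1 site and each line a median, 35.8 and 91.8 over the genome mean and 39.8 and 21.8 over the surrounding 200 kb.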

**Figure 4:**
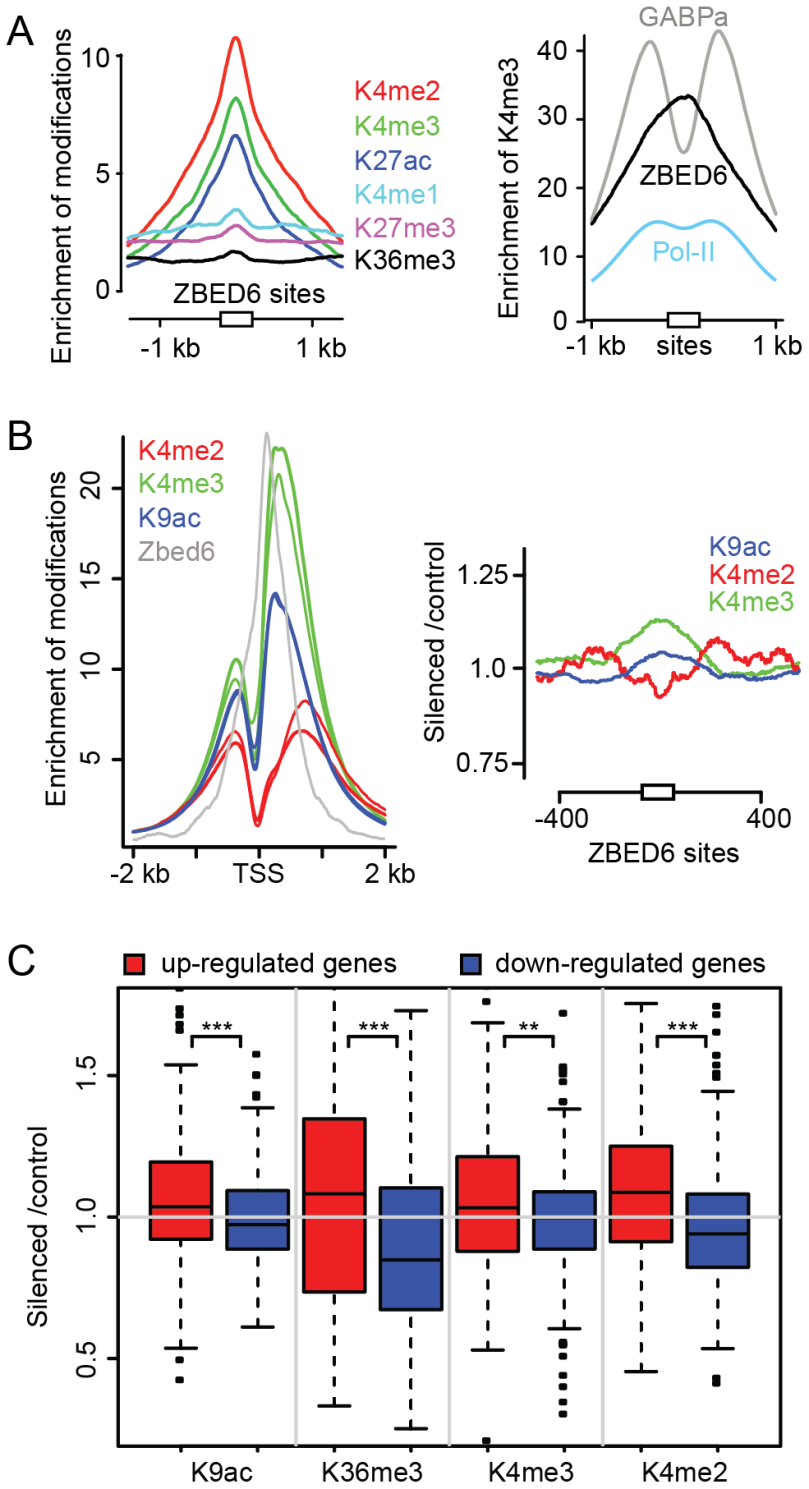
Histone modifications associated with ZBED6 target sites and other sites in C2C12 myoblast cells. (A) Left panel: ChIP sequencing data from six histone modifications including H3K4me2 (dark red), H3K4me3 (green), H3K27ac (purple), H3K4me1 (dark blue), H3K27me3 (pink), and H3K36me3 (black) located within 1 kb from ZBED6 target sites (white square). Right panel: enrichment of H3K4me3 over GABPa (grey), ZBED6 (dark) and Polymerase II (Pol-II) binding sites (light blue). (B) Left panel: genome-wide enrichment over TSS for active histone marks including H3k4me2 (dark red), H3K4me3 (green), H3K9ac (dark blue) in silenced (narrow lines) and control cells (bold lines). Signals for ZBED6 (dark) are shown for reference. Right panel: ratio of the enrichment between silenced and control (silenced/control) over ZBED6 peak centers for H3K4me2 (dark red), H3K4me3 (green) and H3K9ac (dark blue). (C) The histone modification ratios between silenced and control samples downstream of TSS for up-regulated and down-regulated (blue) genes after *Zbed6* silencing normalized to counts for all non-DE genes.

### Histone modifications are differentially enriched at genes encoding muscle proteins after *Zbed6* silencing

To investigate whether silencing of ZBED6 causes a change in the histone marks, we performed ChIP sequencing on silenced and control cells with antibodies for the histone marks H3K4me3, H3K36me3, H3K4me2, and H3K9ac on day 4 after treatment (accession number SRA058767). The signal footprints over all TSS in the genome showed the expected pattern with a major peak downstream of TSS and an overall similar enrichment in silenced and control cells for the different modifications (Figure 4B, left panel). The combined ZBED6 signal has the maximum close to that for the active marks, 120 bp downstream of TSS. *Zbed6*-silencing had no major impact on the K4me2, K4me3 and K9ac signals over the ZBED6 binding sites as indicated by the silenced/control ratio for these histone marks (Figure 4B, right panel). We further analyzed the silenced/control ratios of K4me2, K4me3, K36me3 and K9ac reads in the first 2 kb downstream of TSS of all DE genes divided into up- and down-regulated genes. We observed a significantly higher enrichment for all modifications at up-regulated genes (Figure 4C), which further validates the RNA-seq results. Even though the DE genes had a significant change in the histone modification pattern as a group, many individual genes did not show any difference. We used the nine muscle related genes from the significant GO categories described above (*Tmod1*, *Homer1*, *Myoz2*, *Tpm2*, *Tnni2*, *Actc1*, *Myom1*, *Tnnt3* and *Casq2)*, which were identified as DE both by arrays and RNA-seq, as a set of true positive up-regulated genes and calculated the fold changes for these. The average fold changes for these genes were higher than the average for all up-regulated genes. H3k9ac showed the largest changes, with all nine genes above the average (median fold change = 1.33).

To test if the histone modification changes after *Zbed6* silencing supports the GO findings from the RNA-seq analysis categories, the 300 genes with the highest fold changes for H3K9ac was analyzed in the same way as DE genes using the DAVID software, with the genes expressed in C2C12 cells as the background. This gave highly significant enrichments for the same muscle-related categories as described above, with 17 of the 300 genes annotated as myofibril and contractile fibre (Table S6).

In conclusion, the data on histone marks suggest that ZBED6 interacts with active promoters and modulate their activity without recruiting major repressive histone modifications, and that the effect of *Zbed6* silencing is reflected in the histone modification pattern in agreement with the RNA-seq results.

### ZBED6 modulates the expression of *Igf2* and *Myogenin* during differentiation of C2C12 cells

C2C12 cells are differentiated towards myotubes when grown in low serum media. Myogenin (MYOG) is a muscle-specific transcription factor that is essential for myogenesis and shows together with IGF2 strongly induced expression during differentiation of C2C12 cells. We decided to explore how perturbed expression of ZBED6 affects *Igf2* and *Myogenin* expression during differentiation. Differentiation of C2C12 led to a minor (30–40%) increase in *ZBED6* expression (Figure 5). *Igf2* and *Myog* showed very low levels of expression in undifferentiated C2C12 but differentiation led to a dramatic increase in their expression (Figure 5A and 5B). Overexpression of ZBED6 resulted in a significantly reduced expression of *Igf2* and *Myog* both in differentiated and undifferentiated C2C12 cells (Figure 5A), with almost halved expression at day 2.5. Consistent with this result, *ZBED6* silencing resulted in increased expression of *Igf2* and *Myogenin* but this two-fold change was small compared with the dramatic change induced by differentiation (Figure 5B). The results demonstrate that ZBED6 does not determine if *Igf2* and *Myogenin* expression is on or off, but it modulates their level of expression after a developmental program has activated them.

**Figure 5:**
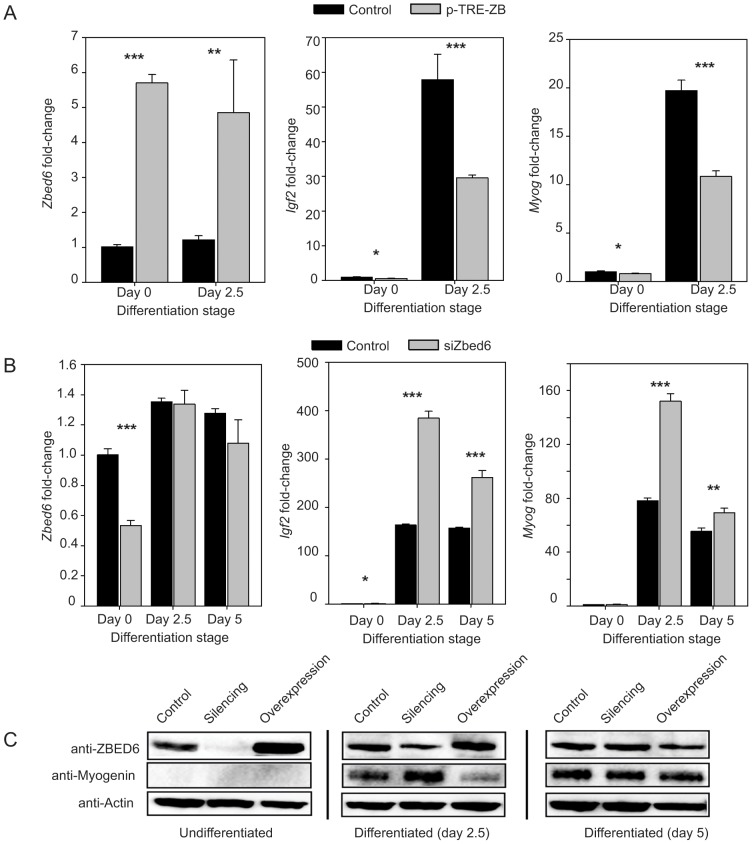
ZBED6 modulates the expression of Igf2 and Myogenin during differentiation of C2C12 cells. (A) Expression of *ZBED6*, *IGF2* and *Myogenin* mRNA monitored by qPCR before and after differentiation of control cells and transfected cells overexpressing ZBED6 from the pTRE-ZB vector. (B) Expression of *ZBED6*, *IGF2* and *Myogenin* mRNA monitored by qPCR before and after differentiation of control cells and cells in which ZBED6 has been silenced using siRNA. (C) Western blot analysis confirming altered expression of ZBED6 and Myogenin at the protein level. Actin was used as loading control.

## Discussion

The present study demonstrates that ZBED6 is an important transcriptional modulator since *Zbed6*-silencing in mouse C2C12 cells combined with transcriptome analysis revealed consistent changes in expression levels for more than 700 genes. Many of these transcriptional changes are likely to be secondary effects but the finding of a significant enrichment of differentially expressed genes associated with one or more ZBED6 binding sites, particularly for genes that are upregulated after ZBED6 silencing, strongly suggests that ZBED6 has many functional target sites in the genome besides the well-established and evolutionary conserved site in the third intron of *IGF2*. The finding of a fairly high proportion of differentially expressed genes lacking ZBED6 binding sites, implying that they represent secondary effects, was not unexpected since other transcription factor genes are highly enriched among the putative ZBED6 targets established by ChIP-seq analysis [1].

RNA-seq-based fold changes between *Zbed6*-silenced and control cells were significantly correlated with the fold changes measured by microarray hybridizations (r = 0.30, P<0.001) and the strength of correlation was similar to that observed in previous RNA-seq studies [15]. However, the correlation between the two platforms was weaker than the correlation between RNA-seq-derived fold changes from day 2 and day 4. One possible explanation for this is that we used a poly-A enrichment procedure for the RNA-seq experiment but not for the array experiment. Among the 780 DE genes identified by RNA-seq, we found a better correlation between RNA-seq and array data (r = 0.56, P<0.001) and at least one third of the genes that were identified as expressed in the array were validated as DE genes with the array. Especially for genes enriched in the top three Gene Ontology classifications (muscle protein and contractile fiber, heart development, and cytoskeleton protein binding, Figure 2B), all twenty genes except one had the same direction of fold changes between the two platforms, changes that all were statistically significant. The correlation between qPCR and RNA-seq fold changes of a small subset of genes was highly significant (r = 0.86, P<0.001) and eight out of twelve genes that were tested showed statistical significance using both methods. The excellent correlation observed for the 780 DE genes when comparing RNA-seq and microarray data across a large set of genes combined with qPCR data for a small set of genes confirm that our RNA-seq experimental design has generated reliable data for inferring differential gene expression between *Zbed6*-silenced cells versus untreated control cells.

The genes showing differential expression after *Zbed6*-silencing were significantly enriched for the GO terms muscle protein and contractile fibers (Table S4). The up-regulated genes encoding tropomodulin 1 (*Tmod1*), homer homolog 1 (*Homer1*), myozenin 2 (*Myoz2*), topomyosin 2 (*Tpm2*), skeletal troponins (*Tnni2* and *Tnnt3*), actin alpha cardiac muscle 1, myomesin 1 (*Mymo1*), and calsequestrin 1 (*Casq1*) constitute the majority of the contractile fiber category. These results are consistent with our previous observation that *Zbed6*-silencing resulted in increased myotube formation [1], because myotube formation requires the implementation of the contractile properties necessary for mature muscle fiber function [16]. However, only one of these nine genes, *Homer1* contains ZBED6 binding sites within 5 kb of TSS, indicating that the regulation of contractile fiber genes by ZBED6 is not direct but rather secondary effects on transcription probably regulated through other growth factors or transcription factors directly targeted by ZBED6. In agreement with this notion is that one growth factor (*Igf2*) and two myogenic transcription factors, myocyte enhancer factor 2c (*Mef2c*) and twist homolog 2 (*Twist2*), were differentially expressed after *Zbed6*-silencing. IGF2, an embryonic regulator of myogenesis and an autocrine factor that induces myoblast differentiation *in vitro* [17], is repressed by ZBED6 through a 5′GCTCG3′ consensus site. *Mef2c* is a well-known co-regulator for myogenesis [18] and it can activate the expression of downstream targets including muscle contraction genes [19]. *Mef2c* showed significantly greater expression after *Zbed6-*silencing, but there were no ZBED6 sites associated with this gene, thus the repression may not be through direct regulation. *Twist2*, which is known for its ability to inhibit myogenesis by repressing the transactivation activity of *Myod1* and *Mef2c* [11], was suppressed by the silencing of ZBED6 and contains an evolutionarily conserved ZBED6 binding site located immediately upstream of its TSS. Our Luciferase reporter assays and electrophoretic mobility shift assay suggested that *Twist2* may be a ZBED6 target. Therefore, ZBED6 may inhibit myogenesis through directly repressing *Igf2* and promoting *Twist2* expression.

A striking observation in the present study was the differential expression of genes encoding small nucleolar RNAs (snoRNAs). We found that the expression levels of 20 mouse snoRNAs identified by RNA-seq were significantly increased after *Zbed6*-silencing on both days. Two out of the five randomly selected snoRNAs were confirmed to be differentially expressed by qPCR validation. Interestingly, five out of the twenty snoRNAs contained ZBED6 binding sites within 10 kb of the TSS (Table 1). This indicates that ZBED6 directly or indirectly represses the transcription of these snoRNAs, which play important roles in pre-rRNA processing and modification in the nucleolus [20]. We previously showed that ZBED6 has both a nuclear and nucleolar localization sequence but has more intensive staining in the nucleolus versus nucleoplasma [1]. The functional significance of the nucleolar localization is not yet understood. Here we have discovered a potential role of *Zbed6* in regulation of snoRNAs expression in the nucleolus.

Does ZBED6 always act as a repressor? ZBED6 functions as a repressor of *Igf2 in vivo* by binding to a highly conserved sequence in the *IGF2* locus [1], [2]. Here, we found an enrichment for ZBED6 peaks at up-regulated genes which indicates that it is mainly a repressor. However, many down-regulated genes were associated to evolutionary conserved ZBED6 binding sites. A luciferase reporter assay supported the interpretation that *Twist2*, one of these down-regulated ZBED6 targets, is activated by ZBED6 through binding to its evolutionary conserved ZBED6 site. We found that a palindrome structure partially overlapping with the ZBED6 consensus motif was only associated with genes that were up-regulated after silencing suggesting that ZBED6 acts as a repressor at those sites. A previous study showed that mutations disrupting the palindrome structure at the *Igf2* QTN locus increased transcription of the reporter gene but did not affect ZBED6 binding [21]. Our EMSA and luciferase data (Figure 3) also showed that the palindrome structure that were created at the *Twist2* locus did not affect ZBED6 binding but switched the transcriptional activation to repression of the reporter gene. Thus, ZBED6 may act as a repressor if it binds to the consensus motif associated with a palindrome structure, while it may act as an activator in the absence of a palindrome. Furthermore, our previous *in vitro* DNA binding experiments showed that ZBED6 binding is sensitive to CpG methylation and only binds to non-methylated DNA [2]. The resulting chromatin structure obtained from CpG methylation and histone modifications, the presence or absence of the palindromic sequence and the functional interactions with other transcription factors that need to be present together with ZBED6 may determine whether ZBED6 can access a site and whether it acts as a transcriptional repressor or activator.

Our results reveal an emerging picture that ZBED6 tends to bind active promoters where it acts as a modulator of transcription rather than as a classical repressor or activator that acts via recruiting histone modifications. First, we found that ZBED6 sites are associated with high levels of H3K4me3, H3K4me2 and H3K27ac modifications, which are usually found at active promoters [22]–[24]. There was no enrichment of the repressive histone mark H3K27me3 at ZBED6 sites, which is consistent with our previous finding that ChIP-PCR did not reveal any change in the level of H3K27me3 modification at the *Igf2* locus after *Zbed6*-silencing [1]. 

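The Igf2 site of Table S5 is the 1 of the 26 sites at which H3K27me3 was highest in untreated myoblasts. Igf2 (ENSMUSG00000048583.9) lies on the minus strand of chromosome 7 of mm9 from 149836673 to 149852721. The site, from 149850145 to 149850170, lies in an intron of its longest transcript and of Igf2as, 2382 bp upstream of the TSS at 149847775. The reference from 149850134 to 149850168 reads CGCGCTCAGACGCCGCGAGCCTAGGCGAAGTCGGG on the plus strand, and the GCTCG core lies on the minus strand from 149850149 to 149850153. H3K27me3 gave 14 reads in the 1 kb window where the genome mean gives 2.74. H3K4me3 and H3K36me3 gave none, with limits of 3 reads at 2.77-fold and 1.09-fold and upper Poisson bounds of 3.40-fold and 1.34-fold, and H3K4me2 gave 4. In a window of 3.5 kb, H3K4me3 gave 1 read. Over the surrounding 200 kb in place of the genome mean, H3K27me3 at the site was 2.96-fold. The nearest deposited peak runs from 149846620 to 149847850 and has a MACS score of 120.06. It stands in the list deposited with the H3K27ac sample, which is the list rich in H3K27me3 reads. All these values come from untreated cells.

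**Figure D4:**
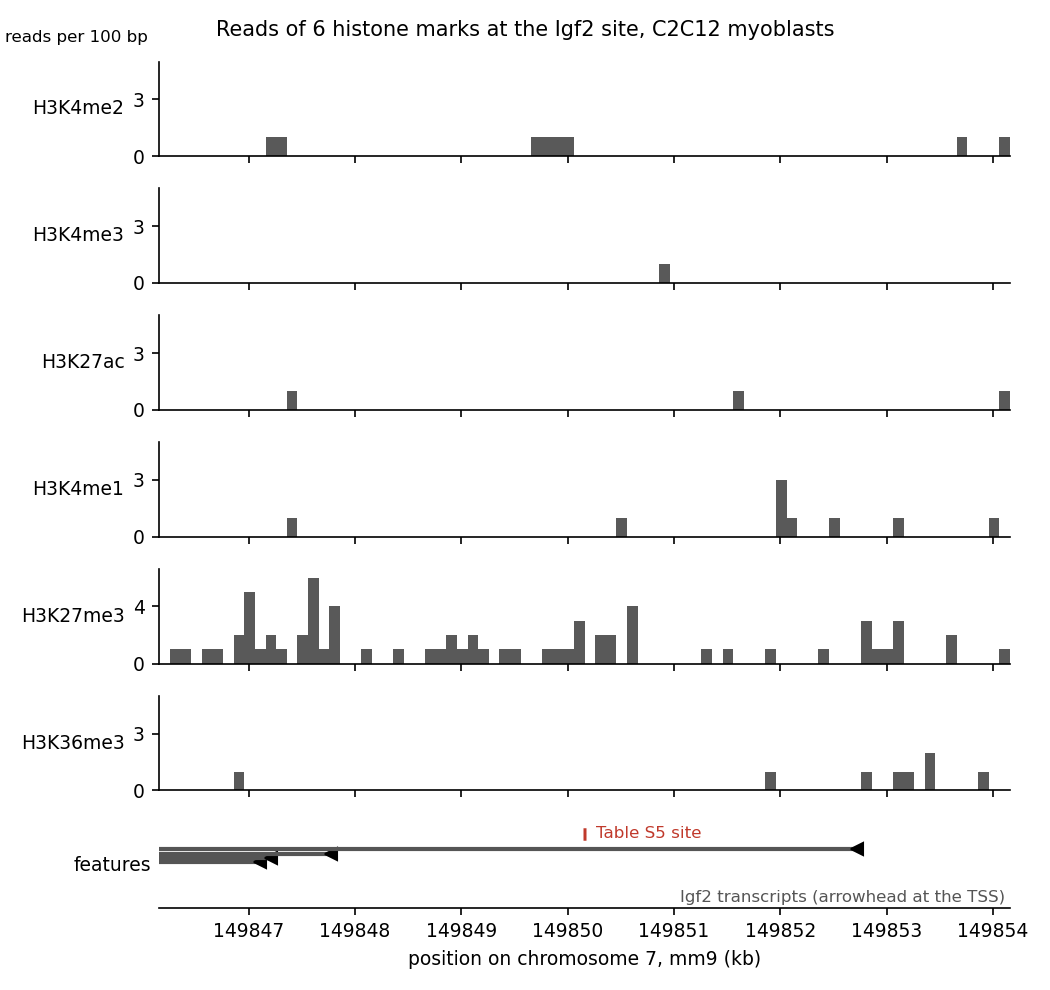
Reads of 6 histone marks per 100 bp in C2C12 myoblasts along chromosome 7 of mm9 at the Igf2 site, with the Table S5 site and the transcripts of Igf2 drawn to scale and arrowheads at the TSSs. H3K27me3 has reads on both sides of the site, and H3K4me3 has 1 read in the 3.5 kb around it.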

Interestingly, a similar somewhat surprising association with active chromatin was recently detected for the SMRT corepressor [25]. Furthermore, our results when comparing undifferentiated and differentiated C2C12 cells (Figure 5) suggest that ZBED6 does not determine whether a gene is on or off but affects the level of expression after a developmental program has activated gene expression. This interpretation is fully consistent with the established role for ZBED6 in regulating *IGF2* expression in pig skeletal muscle. *IGF2* is expressed in wild-type pigs, which means that the promoter must be active, but *IGF2* is three-fold upregulated in mutant pigs, in which the ZBED6 binding site in *IGF2* intron 3 has been disrupted [2].

## Materials and Methods

### Cell culture

The C2C12 cells (ATCC, CRL-1772) used for these studies were between passages 10 and 18. Cells were maintained in Dulbecco's Modified Eagle's Medium (DMEM) with L-glutamine (ATCC, 30-2002), supplemented with 10% heat-inactivated fetal bovine serum and penicillin (0.2 U/mL)/streptomycin (0.2 μg/ml)/L-glutamine (0.2 μg/ml) (Gibco) at 37°C in a 5% CO2 humidified atmosphere. For the transfection experiments, cells were trypsinized at 70–80% confluence, and seeded at 100,000 cells per well in 12-well plates (Falcon).

### Differentiation of C2C12

Differentiation of C2C12 cells was induced by replacing the growth medium with a differentiation medium containing 2% horse serum. Total RNA and protein were extracted from the cells at the desired time point.

### Gene silencing using siRNA and validation

Cells were seeded in complete DMEM lacking antibiotics and reverse transfected with siRNA by lipofectamine 2000 (Invitrogen). *Zbed6*-silencing experiment and the validation of silencing with quantitative PCR and Western blotting followed the previous description [1]. Briefly, C2C12 cells were treated with *Zbed6* siRNA or scrambled siRNAs for two or four days in biological triplicates. Total RNA from each sample was extracted for qRT-PCR validation and microarray analysis. For qPCR validation, both 18S rRNA and beta-actin were used as endogenous controls. RNA-seq analysis used the pooled mRNA from the triplicates for each siRNA treatment. The protein lysates before and after two days *Zbed6*-silencing were prepared for western with anti-ZBED6 antibody and the α-Tubulin antibody (Cell signaling, #2144) as a reference.

The primer and probe sets for all qPCR reactions are listed in Table S7. All probes were TaqMan MGB probes with 5′-6FAM labels and 3′-non-fluorescent quenchers (Applied Biosystems). The qPCR validation of differentially expressed genes was done with the SYBR Green master mix (Applied Biosystems) according to the manufacturer's protocol. The fold-change expression was calculated by using the 2^−ΔΔCT^ method and Student's t-test was used to calculate the statistical significance.

The western and qPCR validation of the *Zbed6* silencing used for RNA-seq and array analysis were all based on the same siRNA experiment. The qPCR validation of differentially expressed genes identified by RNA-seq and all luciferase reporter assays were performed with new siRNA experiments.

### RNA sequencing analysis

Total RNA from C2C12 cells treated with scrambled siRNAs or *Zbed6* siRNAs two or four days post-transfection was isolated using the RNeasy mini kit (Qiagen). RNA triplicates from each treatment were pooled equally for mRNA enrichment by using the MicroPoly (A) Purist kit (Ambion). The quality and quantity of the mRNA was evaluated with a BioAnalyzer 2100 (Agilent). About 1 μg mRNA for each sample was used for RNA sequencing by AB SOLiD system (Life technologies). The fragment library was constructed according to the manufacturer's protocol (SOLiD Whole Transcriptome Analysis). Sequencing for each sample was done on a quarter of a slide and gave about 50 million 50 bp reads each. Wiggle files with read counts for genes were exported for UCSC browser to visualize the data. Ensembl gene model was modified to combine alternative transcripts into one gene. With the modified Ensembl gene model, we calculated gene expression by the reads per kilobase of gene model per million mapped reads (RPKM).

### Microarray analysis

All RNA samples used in array analyses had excellent quality according to Bioanalyzer. Biotinylated probes were prepared from 250 ng of total RNA, using the Ambion Illumina TotalPrep RNA Amplification kit (Applied Biosystems). The complete set of RNA was hybridized to MouseRef-8_v2 BeadChips (25K, Illumina). The raw data were processed using the software FlexArray (Version 1.4.1) [26], [27], which invokes R. The “lumi” algorithm bundle was chosen for data normalization.

### Significant differential gene expression

DEGseq [10] was used to identify differentially expressed genes from RNA-seq data, with random sampling model based on the reads count of each gene from *Zbed6*-silenced cells versus control cells. Statistical difference in gene expression for RNA-seq data was evaluated by the MA-plot-based method with random sampling model. M-values were determined by taking the log2 ratio of counts for silenced samples to that for controls. A-values were determined by taking the average log2 counts for silenced samples and controls. It was proven that under the random sampling assumption the conditional distribution of M-value given an observation of A-value follows an approximate normal distribution. The P-value was assigned based on the conditional normal distribution. Significant differential gene expression was determined using the following criteria: (i) less than 0.1% FDR, (ii) the same direction of fold change between day 2 and day 4, and (iii) at least 1.5 fold changes.

For the microarray data, statistical significance was evaluated using Bayes t-tests where three biological replicates of each treatment were contrasted against the opposite treatment at the same time point (the RNA-seq data was originated from an equal pooling of these triplicates). The P-values were corrected for multiple testing by using the Benjamini Hochberg approach [28]. The microarray criterion for DE was P<0.05 and the same direction of fold change between day 2 and day 4.

### Correlation analysis

For RNA-seq, microarray and qPCR analysis, the fold-change expression levels were calculated by the methods described in previous sections. The fold-change values were correlated and compared between platforms by using Pearson's correlation coefficient (r). The t-test was used to establish if the correlation coefficient is significantly different from zero.

### Gene Ontology analysis

The Ensembl Gene IDs of genes were submitted to the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/) for the functional annotation chart analysis. The default setting was used for the GO analysis. We used the criteria of FDR-corrected P<0.05 and fold enrichment >2.5 to identify the significantly enriched GO categories.

### Overrepresentation of conserved transcription factor binding sites

To identify conserved ZBED6 binding sites, we use phastCons30wayPlacental scores of UCSC Genome Browser to measure conservation base by base. All ZBED6 peaks with a peak height of at least 12 were scanned for the presence of GTCTG sequences within 100 bp of the summit and the average conservation score was computed for each motif. The ZBED6 motif was considered conserved if the average conservation score was larger than 0.90.

To discover over-represented conserved transcription factor binding sites at the TSS of DE genes we used the web-based version 2.0 of oPOSSUM [29], [30]. Both up-regulated and down-regulated genes after *Zbed6-*silencing whether containing ZBED6 binding site or not were submitted for the module of Single Site Analysis. The software uses phylogenetic footprinting to reveal overrepresented matrices from the Jaspar database in foreground sequences. Statistical significance of results is measured by Fisher-score and Z-score and the significance criteria of Z-score >10 and Fisher score <0.05 were applied based on empirical studies. The Ensembl gene IDs for mouse were uploaded and scanned from −2 kb to +2 kb of the TSS against Jaspar vertebrate core profile. Level of conservation and matrix match threshold were kept at maximum. The over-represented transcription factors were sorted on bases of Fisher-score and overlapped with our RNA-seq data to filter out the factors that were not expressed in the C2C12 myoblast cells.

### DNA constructs for transfections

DNA constructs for the *IGF2* QTN were previously described [1]. Briefly, luciferase reporter plasmids contained 272 bp of the porcine *IGF2* P3 promoter, either alone or with either the wild type *IGF2* QTN region or mutant QTN region (581 bp insert) cloned directly upstream of the promoter. The difference between the wild type and mutant QTN is the substitution of an A for G at position 212 in the mutant construct. 

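Twist2 (ENSMUSG00000007805.3) lies on the plus strand of chromosome 1 of mm9 from 93698038 to 93744605. Its Table S5 site, from 93697317 to 93697400, lies 680 bp upstream of the TSS and outside annotated genes. The 825 bp from 93697292 to 93698116 that were cloned span this site and the TSS. The GCTCG core occurs there at 2 places. From 93697347 to 93697351 it lies on the plus strand of the reference, where the plus strand from 93697332 to 93697366 reads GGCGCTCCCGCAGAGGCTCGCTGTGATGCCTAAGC. From 93697464 to 93697468 it lies on the minus strand, where the plus strand from 93697449 to 93697483 reads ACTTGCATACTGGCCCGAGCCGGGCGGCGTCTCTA. In untreated C2C12 myoblasts the cloned region held 139 H3K4me2 reads, 100.4-fold over the genome mean (95% Poisson interval 84.4 to 119). H3K27ac gave 33 reads, 55.0-fold (37.9 to 77.3), and H3K4me3 gave 29 reads, 32.4-fold (21.7 to 46.6). H3K4me1 gave 7 reads, 3.35-fold (1.35 to 6.90), and H3K27me3 gave 4, 1.77-fold (0.482 to 4.53). H3K36me3 gave none, with a limit of 3 reads at 1.32-fold and an upper Poisson bound of 1.63-fold. In the 1 kb centred on the Table S5 site alone, H3K4me2 was 97.1-fold, H3K27ac 41.3-fold and H3K4me3 23.1-fold. Over the surrounding 200 kb in place of the genome mean, H3K4me2 there was 44.7-fold and H3K27ac 13.9-fold. A deposited H3K4me2 peak from 93695927 to 93699976 and a deposited H3K4me3 peak from 93696933 to 93700035 cover the whole cloned region.

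**Figure D5:**
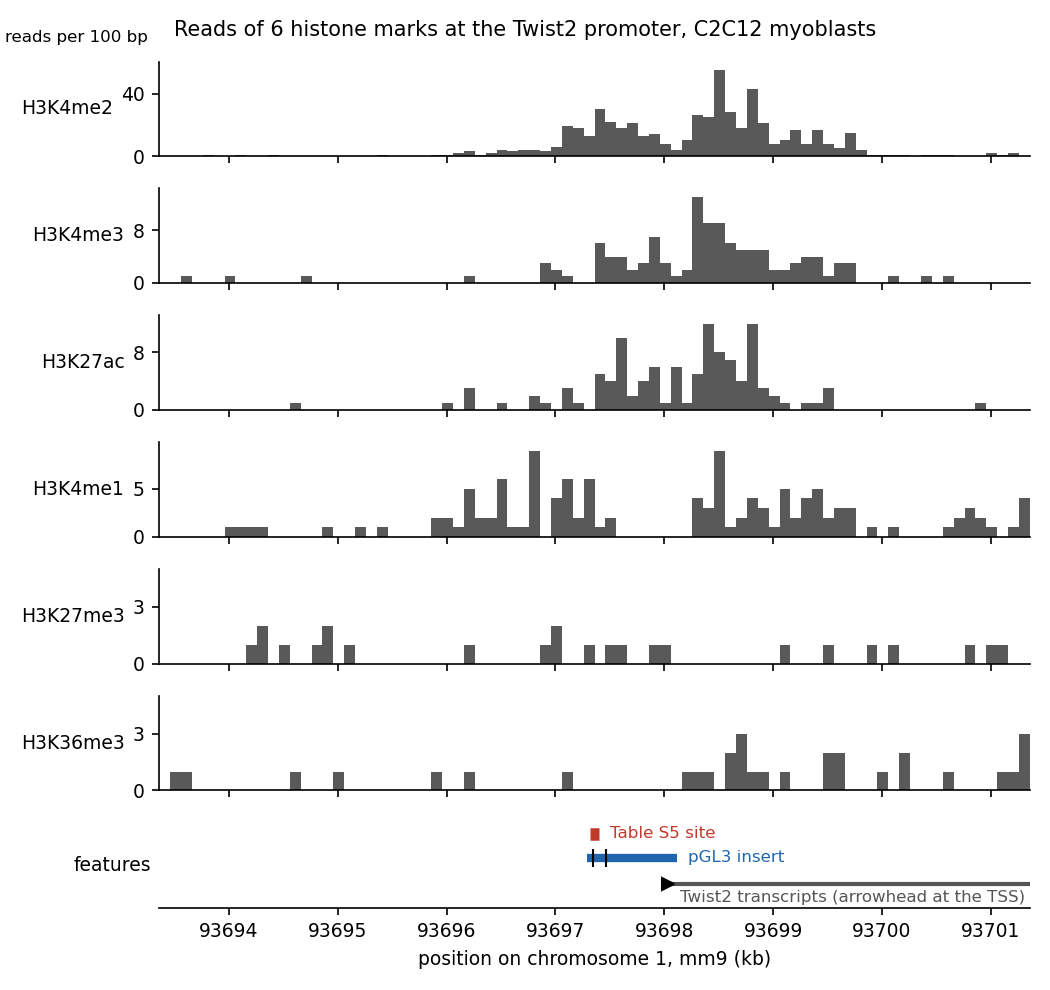
Reads of 6 histone marks per 100 bp in C2C12 myoblasts along chromosome 1 of mm9 at the Twist2 promoter, each mark on its own axis. The Table S5 site, the 825 bp cloned into pGL3 with its 2 GCTCG cores as ticks, and the transcripts are drawn to scale, and the reads of H3K4me2, H3K4me3 and H3K27ac lie over the cloned region and downstream of the TSS.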

The *Twist2* pGL3 construct contained an 825 bp insert (chr1: 93697292-93698116, Mouse July 2007 (NCBI37/mm9) assembly) with two putative ZBED6 binding sites (starting pos. 93697347− strand and 93697464+ strand) and the *Twist2* promoter region cloned into the pGL3 basic vector (Promega). Constructs with the single mutation at the consensus motif (MUT), the deletion of the motif (DEL) and the creation of the palindrome sequence (PAL) in Figure 3 were generated with the QuickChange Site-Directed Mutagenesis kit according to the manufacturer's instructions (Agilent Technologies). In short, the mutations were made with ancestral *Twist2*-pGL3 construct as a template, and with oligonucleotides lacking the consensus motif or with point mutation(s). A synthetic vector was generated from the oligonucleotides annealed to the *Twist2*-pGL3 vector with *Pfu Turbo* polymerase (Agilent Technologies), and the ancestral vector was then digested with *DpnI*. The mutated constructs were sequenced to confirm the mutations. All DNA constructs were prepared by using EndoFree Plasmid Maxi kit (Qiagen).

### DNA transfections and reporter gene activity assays

After 24–48 h of incubation with siRNA treatments, C2C12 cells were washed and covered with Opti-MEM I Reduced Serum Media (Invitrogen). Cells were co-transfected with 1 μg of one endo-free DNA construct described in previous sections and 20 ng of *Renilla* vector, ph-RG-TK (Promega), using Opti-MEM I Reduced Serum Media and lipofectamine 2000 CD (Invitrogen). Cells were incubated for 24 h and luciferase activity was measured using the Dual Luciferase Reporter Assay Kit (Promega) and an Infinite M200 Luminometer (Tecan). Activity was expressed as relative luciferase units, the ratio of firefly luciferase activity to *Renilla* luciferase activity. Triplicates within an experiment were averaged. The experimental unit was defined as the experiment, with N = 4 experiments. Relative luciferase units were transformed (logX +1) to reduce heterogeneity of variance. Transformed data were analyzed in SigmaPlot v. 11.0 (Systat Software, Inc.) by two-way ANOVA. The statistical model included the main effects of siRNA treatment and DNA construct and the two-way interaction. Differences were considered significant at P<0.05. The Holm-Sidak method was used as a post-hoc test to evaluate all pairwise comparisons. Non-transformed data are shown graphically.

### Electrophoretic mobility shift assay (EMSA)

The ZBED6 binding sites in pig *IGF2* intron 3 and upstream mouse *Twist2* were used as probes to detect sequence-specific ZBED6 binding in vitro. The probes used were as follows: IGF2 wt, 5′-CTTCGCCTAGGCTCGCAGCGCGGGAGCGA-3′; Twist2 wt, 5′-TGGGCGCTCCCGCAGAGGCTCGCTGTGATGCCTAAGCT-3′; Twist2 mut, 5′-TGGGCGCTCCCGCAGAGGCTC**A**CTGTGATGCCTAAGCT-3′; Twist2 pal, 5′- TGGGCGCTCCCGC**CT**AGGCTCGCTGTGATGCCTAAGCT-3′; and Twist 2 del, 5′- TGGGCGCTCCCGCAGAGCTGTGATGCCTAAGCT-3′. ZBED6 binding sites are underlined, and altered sites are indicated in bold (Figure 3A). The probes were purchased 5′-Biotin labelled from Integrated DNA Technologies (Leuven, Belgium). Single-stranded complementary oligos were annealed in 1X NEB2 buffer (New England Biolabs) at 2 min at each degree from 95°C to 25°C to produce double-stranded probes. The binding reactions were then performed as previously described [1], with minor modifications. Briefly, a total of 3 μg C2C12 nuclear extracts was preincubated on ice for 20 min in binding buffer (kit specific binding buffer with supplements: 30.1 mM KCl, 2 mM MgCl2, 0.1 mM EDTA, 0.063% NP-40, 7.5% Glycerol, 1 μg/ml Poly(dI•dC)). Competition reactions were supplemented with 20 pmol (100-fold molar excess) unlabeled ds-oligonucleotide. After the addition of 200 fmol 5′-Biotin labeled ds-oligonucleotide, reactions were incubated at RT for 30 min. The protein–DNA complexes were separated on a 5% polyacrylamide gel (BioRad) run in 0.5×TBE at 100 V for 2:30 h in RT. Transfer to nylon membranes (Perkin Elmer) was carried out in 0.5×TBE at 45 V, 4°C for 1 h. The DNA was crosslinked for 15 min on a transilluminator with 312 nm bulbs, and then detected by the Lightshift Electrophoretic Mobility-Shift Assay kit (Thermo Scientific) by using streptavidin-horseradish peroxidase binding and chemiluminescent detection.

### ChIP-seq and histone modification analysis

Chromatin immunoprecipitation was done as previously described [1]. Briefly, C2C12 cells with and without *Zbed6* siRNA treatment were crosslinked using 1% formaldehyde for 10 min. Cells were lysed with cell lysis buffer and nuclei were resuspended in RIPA buffer and sonicated using a BioRuptor (Diagenode) to shear the chromatin. Antibodies for H3K4me3 (Millipore cs200554), H3K9Ac (Abcam ab4441) and H3k4me2 (Millipore 07-030) were bound to Protein-G magnetic beads (Invitrogen) and incubated with chromatin from 5-10 M cells per reaction at +4°C degrees for several hours. Beads were washed with RIPA and LiCl buffers and chromatin was eluted with SDS buffer. Indexed Illumina libraries were made using NEXTflex adaptors (BIOO Scientific) and sequenced to 50 bp on a HiSeq2000 instrument. Ampure XP (Beckman Coulter) was used to purify both eluted chromatin and the library reactions. The ZBED6 ChIP-seq experiment was done independently from the silencing experiment, with a higher cell count.

Reads were aligned to the mouse mm9 assembly using BWA with default parameters, and MACS [31] was used to identify peaks and create wiggle files with the signals. For histone modification enrichment analysis, BEDTools coverageBed [32] was used to count the number of uniquely aligned reads (mapping quality above 10) in a 2-kb window downstream of TSS. Only genes present in the refGene table (downloaded from the UCSC genome browser) was used. For genes with multiple TSS, only the TSS with the highest read count for H3K4me3 in the control sample was used for the analysis. The Mann-Whitney test was used to calculate significance of count differences.

ChIP-seq datasets for GABPa and PolII were downloaded from the ENCODE repository through the UCSC genome browser.

### Histone modification analysis over ZBED6 target sites

ChIP-sequencing reads for six histone modifications in C2C12 myoblast cells including H3K4me1, H3K4me2, H3K4me3, H3K27me3, H3K27ac and H3K36me3 were aligned to the Mouse genome July 2007 (NCBI37/mm9) assembly by using Mosaik (version 1.0.1384) with default parameters (http://bioinformatics.bc.edu/marthlab/Mosaik). The uniquely aligned reads were submitted for calling peaks by using Model-based analysis of ChIP-sequencing (MACS). We extracted the signals for each histone mark in a 3.5 kb window surrounding the center of the ZBED6 peak maxima and made the plot with the average overlapped reads for all six histone modifications. We did similar plots for both up- and down-regulated ZBED6 target genes after the silencing.

### Overexpression of ZBED6

The coding sequence of mouse ZBED6 was cloned directly downstream of Tetracycline-responsive promoter in pTRE-Tight vector (Clontech) between BamHI and SalI sites. The EndoFree Plasmid Maxi kit (Qiagen) was used to produce endotoxin-free pTRE-ZB construct. In the same time, Tet-On-Advanced vector (Clontech) was used to generate stable C2C12 cell line expressing Tet-controlled transactivator protein. Those stable cells were transit transfected with pTRE-ZB construct (1 μg/ml) using lipofectamin2000 (Invitrogen). Doxycycline (500 ng/ml) was added to the culture medium to induce the expression of ZBED6 from pTRE-ZB vector.

### Immunoblot analysis

Cells were washed with PBS and lysed in RIPA lysis buffer containing protease inhibitors (Roche). Lysates were vortexed and incubated on ice for 15 min and centrifuged at 13000 RPM for 15 min at 4°C. The supernatants were transferred into new tubes and the concentrations of the proteins were determined by Bradford protein assay (BioRad). Equal amounts of total lysates were separated by SDS-PAGE gels (4%–12%, Bio-Rad) and transferred into PVDF membranes (Millipore). Membrane was blocked by SuperBlock blocking buffer (Thermo scientific) and then incubated overnight at 4°C with diluted primary ZBED6 (1∶1000), Myogenin (1∶1000, SantaCruz) or Actin (1∶5000, Abcam) antibodies. Thereafter, the membrane was incubated with secondary anti-rabbit IgG or anti-mouse IgG (1∶5000, cell signaling) antibodies conjugated to horseradish-peroxidase (HRP). Proteins were visualized and detected by chemiluminescence ECL prime detection reagent (Amersham).

### Data access

The RNA-seq data from this study have been submitted to the NCBI Sequence Read Archive (http://trace.ncbi.nlm.nih.gov/Traces/sra/) under accession number SRA047361. The microarray data and the ChIP-sequencing data have been submitted to NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE33430 and GSE33227.

## Supporting Information

Figure S1 **The distribution of the mRNA expression of the Ensembl genes measured by RPKM (reads per kilobase of gene model per million mapped reads).**
(PDF) Click here for additional data file.

Figure S2 **Analysis of RNA-seq data.** A. The correlation between the Log2 RNA-seq fold changes computed on the data from day 4 (y-axis) versus that from day 2 (x-axis); B. The correlation between the Log2 fold changes measured by RNA-seq and microarrays for all genes.
(PDF) Click here for additional data file.

Figure S3 **Results of ZBED6 ChIP-seq analysis in C2C12 cells.**
(PDF) Click here for additional data file.

Figure S4 **Validation of ZBED6 binding to the conserved element upstream of** ***Twist2*** **.**
(PDF) Click here for additional data file.

Figure S5 **Enrichment analysis of six histone modifications across ZBED6 target sites.** ZBED6 target genes were divided into up-regulated and down-regulated genes after Zbed6 silencing.
(PDF) Click here for additional data file.

Table S1 **Summary of RNA sequencing and reads mapping.**
(PDF) Click here for additional data file.

Table S2 **Differentially expressed genes identified by RNA-seq.**
(PDF) Click here for additional data file.

Table S3 **qPCR validation of 12 differentially expressed genes that were identified by RNA-seq.**
(PDF) Click here for additional data file.

Table S4 **Gene Ontology analysis of genes with differential expressions identified by RNA-seq.**
(PDF) Click here for additional data file.

Table S5 **Twenty-six differentially expressed genes with evolutionary conserved ZBED6 binding sites.**
(PDF) Click here for additional data file.

Table S6 **Significant GO categories for the top 300 H3K9ac genes.**
(PDF) Click here for additional data file.

Table S7 **Primer and probe sets for qPCR validation.**
(PDF) Click here for additional data file.

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Figure S1 — The distribution of the mRNA expression of the Ensembl genes measured by RPKM (reads per kilobase of gene model per million mapped reads).

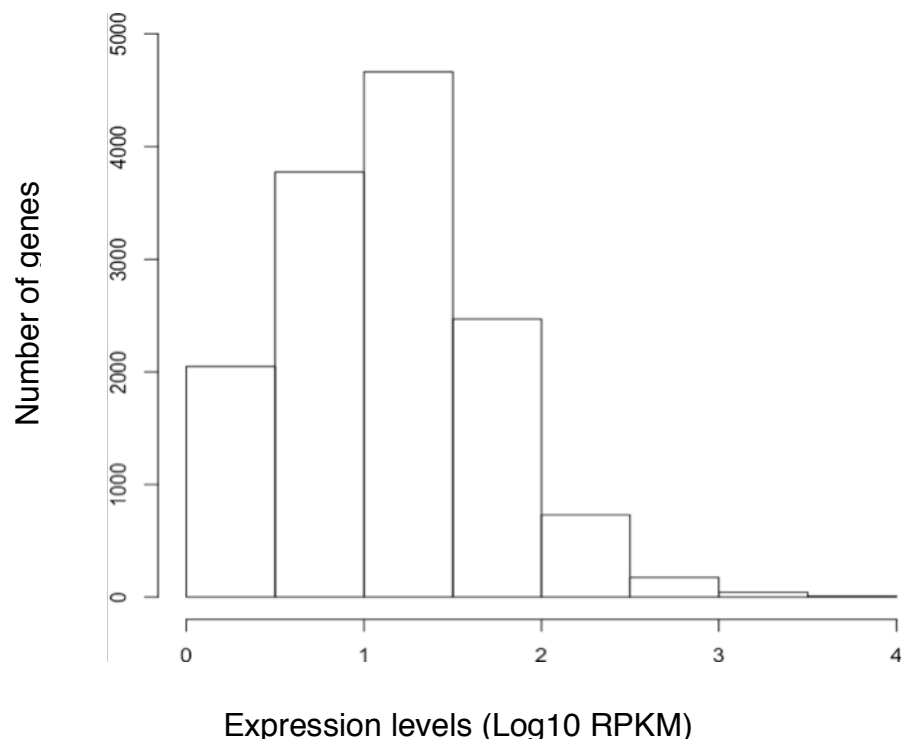

**Figure S1.** The distribution of the mRNA expression of the Ensembl genes measured by RPKM (reads per kilobase of gene model per million mapped reads).

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Figure S2 — Analysis of RNA-seq data. A. The correlation between the Log2 RNA-seq fold changes computed on the data from day 4 (y-axis) versus that from day 2 (x-axis); B. The correlation between the Log2 fold changes measured by RNA-seq and microarrays for all genes.

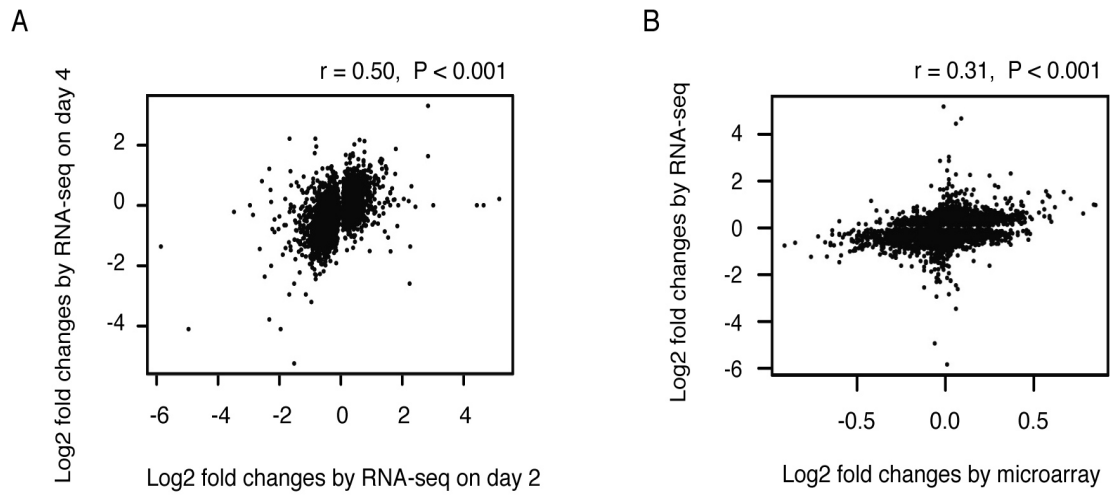

**Figure S2.** Analysis of RNA-seq data. A. The correlation between the Log2 RNA-seq fold changes computed on the data from day 4 (y-axis) versus that from day 2 (x-axis); B. The correlation between the Log2 fold changes measured by RNA-seq and microarrays for all genes.

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Figure S4 — Validation of ZBED6 binding to the conserved element upstream of Twist2 .

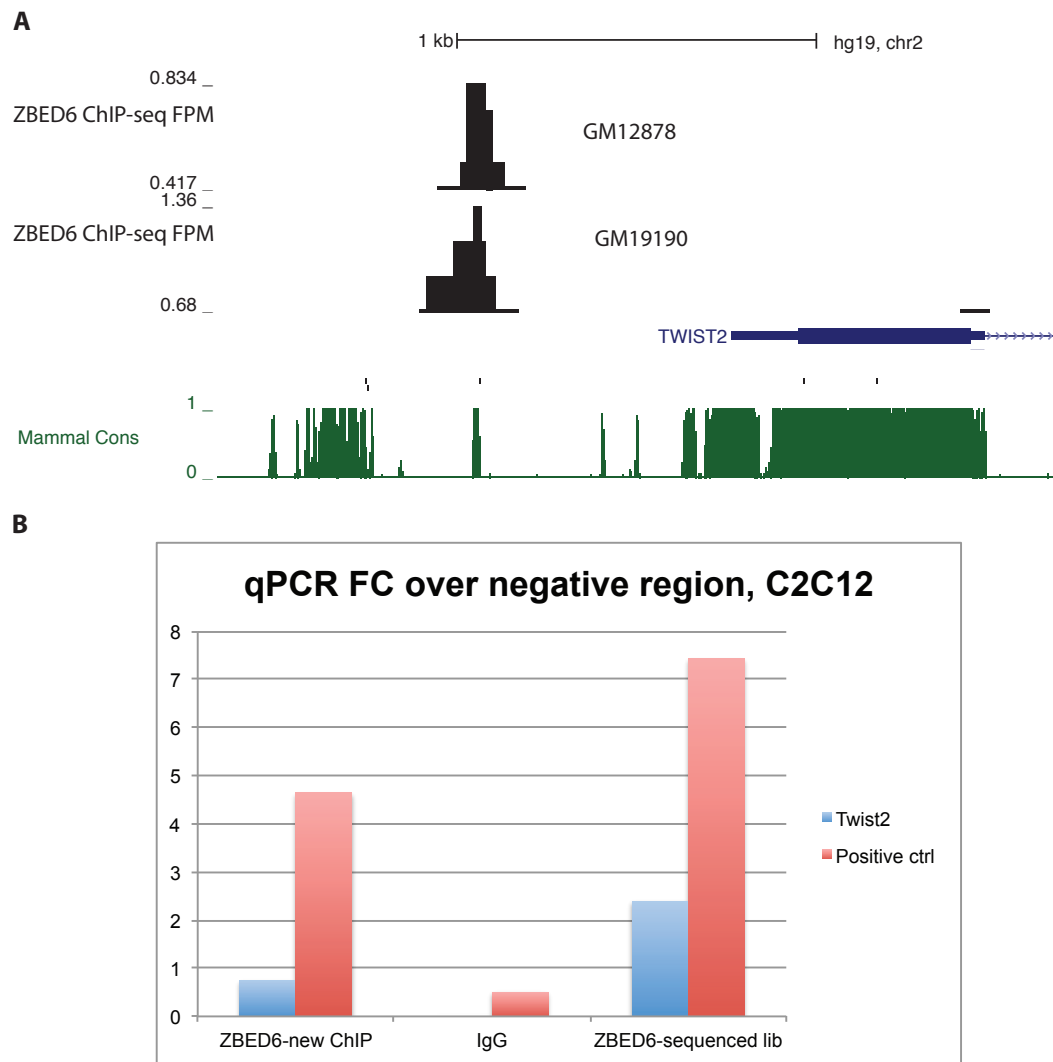

**Figure S4.** Validation of ZBED6 binding to the conserved element upstream of *Twist2*. A) Enrichment of ZBED6 ChIP-seq reads over the conserved element in two human cell lines (unpublished data). B) Quantitative PCR using an independent C2C12 ChIP sample and using the latest sequenced C2C12 ChIP-seq library show both enrichment for the *Twist2* site (blue). Fold change values (log<sub>2</sub> scale) were computed against a negative control region, and the enrichment for one of the most highly enriched sites (red) was used as a positive control for the ChIP.

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Figure S5 — Enrichment analysis of six histone modifications across ZBED6 target sites. ZBED6 target genes were divided into up-regulated and down-regulated genes after Zbed6 silencing.

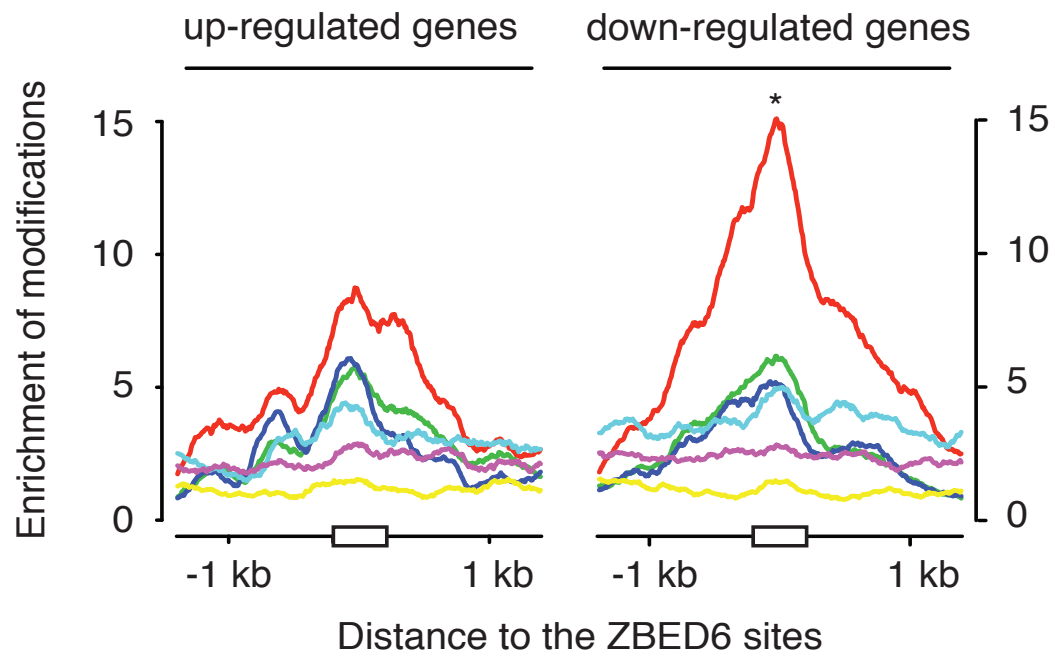

**Figure S5.** Enrichment analysis of six histone modifications across ZBED6 target sites. ZBED6 target genes were divided into up-regulated and down-regulated genes after Zbed6 silencing. The asterisk indicates a significant difference ( $P < 0.05$ ). H3K4me2 (dark red), H3K4me3 (green), H3K27ac (purple), H3K4me1 (blue), H3K27me3 (pink), and H3K36me3 (yellow).

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Table S1 — Summary of RNA sequencing and reads mapping.

**Table S1.** Summary of RNA sequencing and reads mapping.

| Pooled samples:       | Day 2<br>Control | Day 2<br><i>Zbed6</i> -<br>silenced | Day 4<br>Control | Day 4<br><i>Zbed6</i> -<br>silenced |
|-----------------------|------------------|-------------------------------------|------------------|-------------------------------------|
| Total reads (million) | 49               | 51                                  | 53               | 42                                  |
| Aligned reads (%)     | 51.7%            | 55.9%                               | 57.8%            | 63.5%                               |
| Uniquely aligned (%)  | 43.2%            | 47.8%                               | 48.1%            | 53.5%                               |

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Table S2 — Differentially expressed genes identified by RNA-seq.

**Table S2.** Differentially expressed genes identified by RNA-seq. M-value is equal to log2 fold changes. N.A stands for not available.

| Official gene symbol | Expression level (RPKM) | RNAseq Day2 M-value | RNAseq Day2 FDR | RNAseq Day4 M-value | RNAseq Day4 FDR | Array Day2 M-value | Array Day2 FDR |
|----------------------|-------------------------|---------------------|-----------------|---------------------|-----------------|--------------------|----------------|
| <i>Ttn</i>           | 7                       | 1.0                 | 0.0E+00         | 0.6                 | 2.5E-141        | 0.0                | 0.94           |
| <i>Tpcn1</i>         | 60                      | -1.3                | 0.0E+00         | -0.7                | 7.7E-85         | -0.6               | 0.0000         |
| <i>Tmbim6</i>        | 180                     | -0.6                | 0.0E+00         | -1.0                | 0.0E+00         | -0.7               | 0.0000         |
| <i>Thbs1</i>         | 169                     | 0.9                 | 0.0E+00         | 0.2                 | 2.4E-129        | -0.4               | 0.0000         |
| <i>Sh3glb1</i>       | 191                     | 0.9                 | 0.0E+00         | 0.2                 | 3.5E-114        | 0.4                | 0.0004         |
| <i>Sdpr</i>          | 84                      | 1.5                 | 0.0E+00         | 1.3                 | 0.0E+00         | 0.6                | 0.0000         |
| <i>Scd1</i>          | 596                     | 1.0                 | 0.0E+00         | 0.2                 | 0.0E+00         | -0.2               | 0.22           |
| <i>Npnt</i>          | 97                      | 1.7                 | 0.0E+00         | 1.0                 | 0.0E+00         | 0.1                | 0.08           |
| <i>Mylpf</i>         | 440                     | 1.0                 | 0.0E+00         | 0.9                 | 1.9E-247        | -0.2               | 0.40           |
| <i>Myh3</i>          | 96                      | 1.0                 | 0.0E+00         | 0.8                 | 3.5E-258        | N.A.               | N.A.           |
| <i>Ly6a</i>          | 664                     | 1.5                 | 0.0E+00         | 0.5                 | 3.9E-207        | 0.0                | 0.95           |
| <i>Lpp</i>           | 33                      | 1.1                 | 0.0E+00         | 0.2                 | 1.6E-80         | N.A.               | N.A.           |
| <i>Itgb1</i>         | 659                     | 0.8                 | 0.0E+00         | 1.3                 | 0.0E+00         | 0.0                | 0.70           |
| <i>H19</i>           | 1349                    | 0.8                 | 0.0E+00         | 1.0                 | 0.0E+00         | 0.3                | 0.07           |
| <i>Gsta4</i>         | 448                     | -0.8                | 0.0E+00         | -0.5                | 2.0E-45         | -0.2               | 0.05           |
| <i>Gm11410</i>       | 1678                    | 0.7                 | 0.0E+00         | 0.6                 | 0.0E+00         | N.A.               | N.A.           |
| <i>Coll8a1</i>       | 66                      | -0.6                | 0.0E+00         | -0.5                | 2.8E-25         | -0.9               | 0.0000         |
| <i>Cfl1</i>          | 629                     | -0.8                | 0.0E+00         | -0.6                | 1.2E-115        | N.A.               | N.A.           |
| <i>AY036118</i>      | 407                     | -1.4                | 0.0E+00         | -1.6                | 5.0E-184        | N.A.               | N.A.           |
| <i>Actc1</i>         | 201                     | 1.4                 | 0.0E+00         | 0.6                 | 2.4E-55         | 0.3                | 0.019          |
| <i>Acta2</i>         | 623                     | 0.8                 | 0.0E+00         | 0.9                 | 0.0E+00         | -0.1               | 0.62           |
| <i>Krt80</i>         | 63                      | 1.4                 | 4.0E-304        | 0.5                 | 9.1E-119        | 0.0                | 0.99           |
| <i>Baspl</i>         | 168                     | -0.9                | 2.5E-285        | -0.3                | 1.2E-05         | 0.0                | 0.65           |
| <i>Gm10222</i>       | 2085                    | 0.9                 | 3.1E-267        | 1.7                 | 0.0E+00         | N.A.               | N.A.           |
| <i>Vcl</i>           | 245                     | 0.6                 | 4.6E-258        | 0.1                 | 4.9E-69         | -0.2               | 0.13           |
| <i>Gm13339</i>       | 1315                    | 0.9                 | 2.7E-254        | 1.2                 | 0.0E+00         | N.A.               | N.A.           |
| <i>Hkl</i>           | 39                      | -0.7                | 1.9E-243        | -1.0                | 1.1E-174        | N.A.               | N.A.           |
| <i>Mfap3l</i>        | 115                     | 0.9                 | 1.0E-227        | 1.2                 | 0.0E+00         | 0.0                | 0.96           |
| <i>Fndc3a</i>        | 30                      | 1.1                 | 2.4E-216        | 0.0                 | 8.3E-14         | N.A.               | N.A.           |
| <i>Pkia</i>          | 51                      | 1.4                 | 2.2E-213        | 0.7                 | 1.2E-118        | 0.7                | 0.0000         |
| <i>Sfrp2</i>         | 40                      | -1.1                | 1.0E-208        | -1.3                | 1.8E-15         | -0.6               | 0.0000         |
| <i>Ppic</i>          | 120                     | -1.1                | 3.9E-206        | -1.9                | 0.0E+00         | -0.8               | 0.0000         |
| <i>Sema3d</i>        | 32                      | 1.1                 | 3.1E-199        | 0.6                 | 8.0E-76         | N.A.               | N.A.           |
| <i>Igf2</i>          | 28                      | 1.7                 | 6.5E-198        | 1.9                 | 0.0E+00         | 0.3                | 0.04           |
| <i>Qk</i>            | 93                      | 0.7                 | 5.4E-194        | 0.5                 | 0.0E+00         | N.A.               | N.A.           |
| <i>Mir5115</i>       | 1017                    | -1.6                | 8.0E-193        | -3.6                | 0.0E+00         | N.A.               | N.A.           |
| <i>Cald1</i>         | 158                     | 0.7                 | 1.3E-185        | 0.1                 | 4.6E-81         | 0.0                | 0.58           |
| <i>Rod1</i>          | 44                      | 1.2                 | 6.5E-180        | 0.3                 | 3.6E-95         | N.A.               | N.A.           |
| <i>Ap3m1</i>         | 96                      | 0.7                 | 2.7E-179        | 0.3                 | 3.3E-151        | 0.0                | 1.00           |
| <i>Ccdc141</i>       | 21                      | 1.0                 | 4.1E-176        | 0.4                 | 1.7E-58         | N.A.               | N.A.           |
| <i>Samd8</i>         | 30                      | 1.2                 | 8.4E-172        | 0.6                 | 9.6E-146        | 0.1                | 0.26           |
| <i>Mir5105</i>       | 798                     | -1.4                | 1.3E-171        | -1.6                | 9.5E-62         | N.A.               | N.A.           |
| <i>Atp13a3</i>       | 87                      | 0.8                 | 7.1E-162        | 0.5                 | 0.0E+00         | N.A.               | N.A.           |
| <i>Csnk1g2</i>       | 77                      | -0.7                | 3.3E-150        | -1.1                | 3.0E-135        | -0.3               | 0.06           |

There are more than 700 genes that did not show due to the limited space and the complete list is in the excel file.

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Table S3 — qPCR validation of 12 differentially expressed genes that were identified by RNA-seq.

**Table S3.** qPCR validation of 12 differentially expressed genes that were identified by RNA-seq.

| Gene           | Expression level (RPKM) | Expression categories | RNAseq Day2 M-value | RNAseq Day2 FDR | qPCR Day2 M-value | qPCR Day2 FDR |
|----------------|-------------------------|-----------------------|---------------------|-----------------|-------------------|---------------|
| <i>Fgf11</i>   | 5                       | low                   | 0.94                | 0.00            | 1.01              | 0.04          |
| <i>Nfkbil1</i> | 7                       | low                   | -0.75               | 0.00            | -1.73             | 0.01          |
| <i>Myo5a</i>   | 15                      | low                   | 0.82                | 0.00            | 1.18              | 0.02          |
| <i>Nr4a1</i>   | 31                      | medium                | -0.76               | 0.00            | -1.02             | 0.05          |
| <i>Sfrp2</i>   | 40                      | medium                | -1.20               | 0.00            | -1.24             | 0.01          |
| <i>Ddit4</i>   | 52                      | medium                | -0.86               | 0.00            | -0.61             | 0.32          |
| <i>Snord95</i> | 189                     | high                  | 0.67                | 0.00            | -0.28             | 0.56          |
| <i>Snord57</i> | 282                     | high                  | 1.11                | 0.00            | 0.64              | 0.03          |
| <i>Snord12</i> | 371                     | high                  | 1.00                | 0.00            | -0.1              | 0.74          |
| <i>H19</i>     | 1349                    | high                  | 0.81                | 0.000           | 0.51              | 0.020         |
| <i>Snord82</i> | 1545                    | high                  | 0.85                | 0.00            | 0.59              | 0.01          |
| <i>Snord47</i> | 4251                    | high                  | 1.01                | 0.00            | 0.14              | 0.27          |

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Table S4 — Gene Ontology analysis of genes with differential expressions identified by RNA-seq.

**Table S4.** Gene Ontology analysis of genes with differential expressions identified by RNA-seq.

| GO term                      | Count | PValue  | Fold Enrichment | FDR     |
|------------------------------|-------|---------|-----------------|---------|
| Muscle protein               | 13    | 5.0E-08 | 8.0             | 6.9E-05 |
| Contractile fiber            | 16    | 2.0E-07 | 5.4             | 3.2E-04 |
| Myofibril                    | 15    | 8.0E-07 | 5.2             | 0.0011  |
| Contractile fiber part       | 14    | 3.0E-06 | 5.2             | 0.0034  |
| Cytoskeletal protein binding | 33    | 5.0E-06 | 2.4             | 0.0080  |
| Heart development            | 22    | 1.0E-05 | 3.0             | 0.0250  |
| Muscle contraction           | 12    | 2.0E-05 | 5.6             | 0.0391  |
| Actin cytoskeleton           | 20    | 2.0E-05 | 3.1             | 0.0326  |
| Actin binding                | 25    | 2.0E-05 | 2.7             | 0.0364  |
| Sarcomere                    | 12    | 4.0E-05 | 4.8             | 0.0508  |

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Table S5 — Twenty-six differentially expressed genes with evolutionary conserved ZBED6 binding sites.

**Table S5.** Twenty-six differentially expressed genes with evolutionary conserved ZBED6 binding sites.

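Table S5 gives for each gene the interval of a conserved ZBED6 site in mm9 coordinates, its motif and the change of the gene after Zbed6 silencing. The intervals are 26 to 94 bp long, with a median of 84 bp. All 26 contain the GCTCG core on 1 of the strands, and 24 contain the motif as the table lists it, which was not found in the intervals of Homer1 and Pim3. Against GENCODE M1, the annotation of Ensembl release 65, 21 of the sites lie within 1 kb of a TSS of their own gene and all 26 within 5 kb, the farthest at 2614 bp. The median distance is 308 bp for the up-regulated and 680 bp for the down-regulated genes. 10 sites lie upstream of the nearest TSS of their gene. In their own gene, 6 sites lie in coding sequence, 6 in a UTR, 1 in another exon and 6 in an intron, and 7 lie outside its body. The table notes a palindrome for 14 of the 15 up-regulated genes, all but Tmeff1, and for 0 of the 11 down-regulated genes. The median GC content of the 1 kb around the sites is 63.4% for the up-regulated and 61.4% for the down-regulated genes.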

| Gene symbol     | RNAseq Day2 M-value | RNAseq Day2 FDR | Palindrome | Position                      | Palindrome and motif  |
|-----------------|---------------------|-----------------|------------|-------------------------------|-----------------------|
| <i>Igf2</i>     | 1.66                | 6.5E-198        | yes        | chr7:149,850,145-149,850,170  | <b>GCCTAGGCTCGC</b>   |
| <i>Ppm1e</i>    | 1.33                | 7.7E-20         | yes        | chr11:87,172,533-87,172,613   | <b>CCGAGCTCGG</b>     |
| <i>Igsf11</i>   | 1.11                | 2.5E-12         | yes        | chr16:38,902,446-38,902,529   | <b>TCCCGGGCTCGC</b>   |
| <i>Epm2a</i>    | 1.05                | 7.3E-05         | yes        | chr10:11,063,199-11,063,281   | <b>GGAGCTCGC</b>      |
| <i>Fgf11</i>    | 0.94                | 8.5E-14         | yes        | chr11:69,614,477-69,614,557   | <b>TCGAGCTCGC</b>     |
| <i>Acvr2a</i>   | 0.93                | 1.2E-30         | yes        | chr2:48,669,216-48,669,293    | <b>CGAGCTCGCTCG</b>   |
| <i>Ankib1</i>   | 0.90                | 1.1E-46         | yes        | chr5:3,802,755-3,802,836      | <b>TGAGCTCGC</b>      |
| <i>Ppm1l</i>    | 0.88                | 3.8E-22         | yes        | chr3:69,121,310-69,121,394    | <b>CGGCCGCTCG</b>     |
| <i>Kbtbd8</i>   | 0.84                | 8.6E-04         | yes        | chr6:95,068,245-95,068,327    | <b>GCCGGCTCG</b>      |
| <i>Ablim3</i>   | 0.83                | 4.6E-04         | yes        | chr18:62,071,395-62,071,471   | <b>AGAGCTCGC</b>      |
| <i>Enho</i>     | 0.83                | 5.4E-20         | yes        | chr4:41,587,326-41,587,406    | <b>GAGCTCG</b>        |
| <i>Larp4</i>    | 0.71                | 5.5E-41         | yes        | chr15:99,803,803-99,803,883   | <b>CACATGTTGCTCGC</b> |
| <i>Tmeff1</i>   | 0.63                | 9.6E-08         | No         | chr4:48,598,746-48,598,833    | <b>GGGTTTGCTCG</b>    |
| <i>G3bp2</i>    | 0.62                | 7.0E-27         | yes        | chr5:92,512,633-92,512,716    | <b>CGAGCTCG</b>       |
| <i>Homer1</i>   | 0.58                | 1.1E-08         | yes        | chr13:94,073,557-94,073,589   | <b>AGAGCTCG</b>       |
| <i>Arc</i>      | -0.60               | 7.9E-06         | no         | chr15:74,503,007-74,503,093   | <b>GGCAGCTCG</b>      |
| <i>Socs3</i>    | -0.62               | 5.1E-21         | no         | chr11:117,829,280-117,829,370 | <b>GCGGGCTCG</b>      |
| <i>Dlx3</i>     | -0.64               | 2.0E-16         | no         | chr11:94,981,609-94,981,698   | <b>TCCAGCTCGC</b>     |
| <i>Slc9a3r1</i> | -0.65               | 9.9E-18         | no         | chr11:115,025,314-115,025,393 | <b>CGCTGCTCG</b>      |
| <i>Nfkbil1</i>  | -0.65               | 3.2E-09         | no         | chr17:35,372,053-35,372,138   | <b>CTGGGCTCGC</b>     |
| <i>Pim3</i>     | -0.74               | 4.9E-46         | no         | chr15:88,693,848-88,693,934   | <b>CTGCCTCG</b>       |
| <i>Ier2</i>     | -0.80               | 3.1E-75         | no         | chr8:87,189,322-87,189,408    | <b>AGGGGCTCGC</b>     |
| <i>Twist2</i>   | -0.80               | 3.8E-09         | no         | chr1:93,697,317-93,697,400    | <b>AGAGGCTCGC</b>     |
| <i>Ddit4</i>    | -0.86               | 4.0E-146        | no         | chr10:59,414,122-59,414,207   | <b>CCAGGCTCGC</b>     |
| <i>Stc2</i>     | -1.00               | 9.8E-92         | no         | chr11:31,269,956-31,270,039   | <b>CGCGGCTCG</b>      |
| <i>Sfrp2</i>    | -1.12               | 1.0E-208        | no         | chr3:83,568,327-83,568,420    | <b>TCTCGCTCGC</b>     |

# Supplementary material for: ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells
**Source:** PLoS One. 2014 Apr 8;9(4):e94187. doi: 10.1371/journal.pone.0094187
**Supplement:** Table S7 — Primer and probe sets for qPCR validation.

**Table S7.** Primer and probe sets for qPCR validation.

| Gene           | Primer/probe | Primer sequences (5'→3')  |
|----------------|--------------|---------------------------|
| <i>Zbed6</i>   | forward      | CAAGACATCTGCAGTTTGAATTT   |
|                | reverse      | TGTCGTTGAAGTGTGGAAGTTCCTA |
|                | probe        | ACATCTCAAGAGCTGTGTGT      |
| <i>Igf2</i>    | forward      | CGTGGCATCGTGGAAGAGT       |
|                | reverse      | ACACGTCCCTCTCGGACTTG      |
|                | probe        | CTGGCCCTCCTGGAG           |
| <i>18s</i>     | forward      | AGTCCCTGCCCTTTGTACACA     |
|                | reverse      | GATCCGAGGGCCTCACTAAAC     |
|                | probe        | CGCCCGTCGCTACTACCGATTGG   |
| <i>Myog</i>    | forward      | GGCTGCCTAAAGTGGAGATCCT    |
|                | reverse      | AGGCCTGTAGG CGCTCAAT      |
|                | probe        | CAGCGCCATCCAGT            |
| <i>Actb</i>    | forward      | ATATCGCTGGGCTGGTCGTC      |
|                | reverse      | AGGATGGCGTGAGGGAGAGC      |
| <i>H19</i>     | forward      | AAGCTATCTCCGGGACTCCAA     |
|                | reverse      | TTACCCCTTTTGAATTTGCA      |
| <i>Sfrp2</i>   | forward      | ACGACAACGACATCATGGAA      |
|                | reverse      | ACGCCGTTTCAGCTTGTAAT      |
| <i>Ddit4</i>   | forward      | GGTCTGCAGCCAGAGAAGAG      |
|                | reverse      | GACACCCCATCCAGGTATGA      |
| <i>Nfkb1l</i>  | forward      | ATGCCACCGGACCTGTTG        |
|                | reverse      | GCCCCCTCTGGAGGAA          |
| <i>Snord47</i> | forward      | CCAGTGATGTGATGATTCTGC     |
|                | reverse      | AAATGGAACGGTTTAAAGGTG     |
| <i>Snord57</i> | forward      | GGAAAGGATGAACGAACCTTGG    |
|                | reverse      | CAGTTGTATTGCCTCCATTTCTG   |
| <i>Snord82</i> | forward      | ATTTCAACCCCATGGTTCAG      |
|                | reverse      | CACAAGTGATGAGTGACAAAGG    |
| <i>Snord95</i> | forward      | GATGACCACAACATGCCATC      |
|                | reverse      | AACAGCCTCTGGATTTCAGC      |
| <i>Snord12</i> | forward      | TTCTTTCCCCGTCAGATCG       |
|                | reverse      | CATCAGACAAAACCTGGCAATTAG  |
| <i>Nr4a1</i>   | forward      | AGCACTGCCAAATTGGACTA      |
|                | reverse      | TCTGCCCACTTTCGGATAAC      |
| <i>Myo5a</i>   | forward      | ATGCCTACAGTGGCCAGAAC      |
|                | reverse      | GCGCCTGACTCTCCACTTAC      |
| <i>Fgf11</i>   | forward      | CAGGAGCTTGGGCACAAAG       |
|                | reverse      | CATGAAGGGAAACCGAGTCAA     |
| <i>Prrx2</i>   | forward      | AACCGCCGTGCCAAGTT         |
|                | reverse      | CAGAGCGGGTAGCCAGCAT       |
| <i>Mef2a</i>   | forward      | ACATGAACCAGGAAGCCTTAGG    |
|                | reverse      | GCCCTTCTGTAAAACGCATGA     |
| <i>Elk4</i>    | forward      | TCCGTCATCAAATTTGTGACAAAC  |
|                | reverse      | AGCAGCGACAGGCTCGAT        |
| <i>Sp1</i>     | forward      | GGCTACCCCTACCTCAAAGGA     |
|                | reverse      | TTGGAAGACTCGCTGCCATT      |
| <i>Nfkb1</i>   | forward      | AGCAGGATGCTGAGGATTCTG     |

reverse

GGCAACTCTGTCCTGCACCTA

---

How the deposited data were processed for this re-analysis (not part of the article)

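The data are 12 ChIP-seq libraries of C2C12 cells, 1 for each of 6 histone marks (H3K4me1, H3K4me2, H3K4me3, H3K27ac, H3K27me3 and H3K36me3) in myoblasts and in myotubes after 5 days of differentiation. The paper reports on the myoblast libraries. There are no replicates, and no input library was used here. The labels give passages 15 to 18, 15 PCR cycles and library fragments of 250 bp. The reads were deposited as 1 line per uniquely aligned read, each a count of 1, after the authors aligned them to mm9 (NCBI build 37) with Mosaik 1.0.1384 and kept unique alignments. What the authors merged into each file and whether they removed duplicates is not given in the paper's text. The peaks were deposited with the score that MACS gave each one within its own list, and the authors' settings of MACS are not given in the paper's text. The lowest score in the lists is 50, which would be a p-value limit if the score is 10 times the negative log10 of p.

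Myoblast libraries held between 1858771 and 7033100 reads (median 5383498), and myotube libraries between 3298694 and 6271899 (median 4741514). Reads on chromosomes 1 to 19 and X were used. They were extended to 150 bp from their 5' end, which is shorter than the library fragments because those include adaptors, and the fragment midpoints were counted. Fold enrichment at a site is the number of midpoints in 1 kb centred on it over the mean of the library. A count of 0 is given with a limit of 3 reads, which is lower than its upper Poisson bound. Intervals are exact Poisson intervals for a count, exact conditional binomial intervals for a ratio of 2 libraries, and binomial order-statistic intervals for a median, all at 95%. The centre-to-flank ratio adds 1 read to the centre and 1 to the flank reads after these are scaled to the width of the centre. The ratios of myotubes to myoblasts at the sites add 1 read to the count of each library before scaling, which pulls low counts toward the ratio of total reads and not toward 1. These ratios are scaled by total reads and, with 1 library per condition, compare those libraries and not the conditions. No p-value was computed.

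Sites are the 26 of Table S5. The list of ZBED6 peaks and the RNA-seq, array and silencing ChIP-seq data of the paper were not used here. Genes and transcripts come from GENCODE M1 (Ensembl release 65). Each protein-coding gene has 1 promoter, at the TSS with the most H3K4me3 reads in the myoblast and myotube libraries together, counted 1 kb either side of it for ratios and in 1 kb centred on it for fold enrichment. Zbed6 has no entry of its own in this annotation and is not analysed here. The rule for named genes gives Igf2 and Twist2 in full. For each mark it adds the sites with the highest and the lowest fold enrichment and every site in an H3K27me3 peak or with H3K27me3 above 3-fold. Between cell types it adds the largest rise and fall per mark among sites with at least 30 reads in both libraries together. It also adds Myog, Mef2c and 9 muscle genes that the paper names, Tmod1, Homer1, Myoz2, Tpm2, Tnni2, Actc1, Myom1, Tnnt3 and Casq2. The labels and the names of the peak lists of the myoblast H3K27me3 and H3K27ac samples disagree, so these lists were used as deposited and, as an alternative, exchanged.

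Alternatives changed 1 choice at a time. They were windows of 300 bp and 3.5 kb, reads not extended or extended to 250 bp, 1 read per position and strand, the 200 kb around the site (without its central 10 kb) or the median window as background, libraries thinned to the smallest, and genes with an absolute M-value of at least 1. For the shape of the signal they were a centre within 250 bp, flanks 500 to 1000 bp away and 0.5 added reads. For ratios they were scaling by 1 kb windows with at least 20 reads or by 10 kb windows outside peaks, 5 added reads and 2 kb downstream of the TSS. For peaks they were a score of at least 100, a peak within 1 kb or over the whole site, and an overlap of at least 50% of the H3K4me3 peak. Tests of explanations compared the sites with promoters, and gene lists with 10000 random lists of promoters matched on reads or on GC content. The spread of the ratios between down-regulated and up-regulated genes comes from 10000 draws of the sites of each group with replacement. The steps were tested on simulated data. With reads of the size of the myoblast H3K4me3 library and 30-fold enrichment at 13 of 26 sites, the median recovered was 29.5 at these and 0.922 at the others, and the interval held the simulated fold at 23 of the 26 sites. The interval of the ratio held the true value in 97.1% of simulated pairs and that of the median in 97.7% of simulated sets. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.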

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

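The results of this part come from the myotube libraries, which the paper does not report on, and they stand out because they lie above the limit that a count of 0 allows, or above random lists of promoters. Each compares 1 library with 1 library, so a difference between cell types cannot be separated from a difference between libraries. The tests on the 9 muscle genes and the comparison with promoters of like level were chosen only after the result was seen.

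At the 26 sites of Table S5, the median fold enrichment in myotubes was 26.1 (95% interval 19.9 to 36) for H3K4me2, 24.1 (14.7 to 34.9) for H3K4me3, 12.5 (8.66 to 22.7) for H3K27ac and 3.87 (2.85 to 5.30) for H3K4me1. The medians were 48.5, 31, 23 and 9.5 reads per site, against a limit of 3 reads. H3K27me3 and H3K36me3 had medians of 0.510 and 1.19. The median ratio of myotubes to myoblasts was 0.464 (0.391 to 0.572) for H3K4me2, 0.729 (0.570 to 0.841) for H3K4me3, 0.469 (0.393 to 0.787) for H3K27ac and 0.800 (0.652 to 1.45) for H3K4me1. These medians add 1 read to each count. With no read added, the ratio was below 1 at 25 sites for H3K4me2, at 21 for H3K4me3, at 20 for H3K27ac and at 14 for H3K4me1.

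A lower share of reads in enriched regions across the whole myotube library is a candidate explanation for the lower values. Over 10431 promoters with an H3K4me3 peak in both cell types, the median ratio was 0.556 for H3K27ac, which lies inside the interval at the sites, so this explanation remains open for H3K27ac. It was 0.623 for H3K4me2 and 0.866 for H3K4me3, just above the intervals. Promoters whose level, summed over myoblasts and myotubes, was like that of the sites gave 0.535 and 0.755. These were counted in 1 kb centred on the TSS, and the values over all 10431 promoters 1 kb either side of it. The matching also uses the myotube reads. The like-level values lie inside the intervals, so for these marks a change of the whole library and a change at the sites cannot be told apart. The lower values cannot be put down to fewer reads, since the ratios are scaled by total reads. Scaling by 1 kb windows with at least 20 reads shifted the H3K4me2 ratios by 0.39 on the log2 scale, and scaling by 10 kb windows outside peaks by -0.70. For H3K27ac the shifts were -0.21 and 0.35, and for H3K4me1 0.26 and -0.33. A biological change on differentiation also remains open, and was not tested. For H3K4me1, whose interval includes 1, no test was run at the sites.

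The largest falls and rises among sites with at least 30 reads were as follows. For H3K4me2, the ratio was 0.201 (0.0805 to 0.439) at Sfrp2, 0.202 (0.142 to 0.283) at Arc, which is the lowest once 1 read is added to each count, and 1.02 (0.712 to 1.47) at Larp4. For H3K4me3 it was 0.269 (0.105 to 0.616) at Twist2 and 7.57 (2.71 to 29.3) at Fgf11, from 4 reads in myoblasts and 36 in myotubes. For H3K27ac it was 0.0656 (0.0199 to 0.171) at Twist2 and 2.36 (0.907 to 7.79) at Ablim3. For H3K4me1 it was 0.207 (0.0617 to 0.549) at Stc2 and 1.24 (0.590 to 2.64) at Ier2. Socs3, at 0.630 (0.338 to 1.13), was the 1 site with as many H3K36me3 reads, and no site had as many H3K27me3 reads.

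At the promoters of the 9 muscle genes, chosen because the paper names them as changed after Zbed6 silencing, the median ratio of myotubes to myoblasts was 22.9 for H3K4me3 and 7.18 for H3K27ac, with 1 read added to each count. With counts under 3 set to 3 it was 21.6 and 7.57, and with the TSS chosen by H3K4me3 in the myoblast library alone 11.2 and 6.64. With no read added, H3K4me3 was higher in myotubes at 8 of the 9 promoters and H3K27ac at 8, and the same numbers held with the TSS so chosen. With scaling by 10 kb windows outside peaks they were 9 and 8. H3K4me2 had a median ratio of 4.78 (higher at 6), H3K4me1 1.44 (at 5) and H3K36me3 1.28 (at 6), and that of H3K4me1 was 0.918 with the TSS chosen by the myoblast library. H3K27me3 was higher at 3, and its median, 1.05 with 1 read added to each count and 0.952 with the added reads shared out by library size, resolves no change. A change that all promoters of like read number share would give random lists the same median. The medians of the 9 genes lay at percentile 100 of 10000 such lists for H3K4me3 and at percentile 100 for H3K27ac, where the central 95% of the lists ended at 1.12 and 0.958, so this explanation is excluded. What remains is a difference between the cell types or between single libraries. That these genes gain active marks on differentiation may explain the values, and is a hypothesis found and tested on the same data.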

How the results depend on the processing

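The alternatives were fixed before the data were examined, except 2 added after seeing the data. These are the TSS chosen by H3K4me3 in the myoblast library, which gave another TSS for 7 of the 13 named genes, and 2 added reads shared out by library size. In all, 693 alternative values were computed for 170 results, and where no reason is given, the cause was not tested. There are no replicates to leave out and no test has a threshold, so a value is compared with its 95% interval. Fold over the median window gave no value for H3K4me2 and H3K27ac, whose median window holds 0 reads.

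Of 100 alternative values of the median fold enrichment in myoblasts, 79 stayed in the interval. Over the 200 kb around the site the medians were 29.1 for H3K4me2, 22.9 for H3K4me3 and 10.3 for H3K27ac, and at the down-regulated genes 21.8, 7.41 for H3K27ac and 1.18 for H3K4me1. The ratio of the down-regulated to the up-regulated genes then fell below 1 for H3K4me2 (0.547), H3K27ac (0.385), H3K4me1 (0.381), H3K36me3 (0.768), H3K4me3 (0.800) and H3K27me3 (0.888), the last 2 from equal medians. With genes of an absolute M-value of at least 1, which leaves 4 up-regulated genes, Igf2 among them, and 2 down-regulated genes, the medians were 29.2 for H3K4me2, 18.9 for H3K4me3, 8.95 for H3K27ac, 2.01 for H3K27me3 and 0.364 for H3K36me3. At the up-regulated genes they were 27.1 for H3K4me2, 1.64 for H3K27me3 and 0.364 for H3K36me3, and at the down-regulated genes 13.4 for H3K4me3 and 2.55 for H3K27me3. The ratio of the groups was then 1.56 for H3K27me3 and 4.87 for H3K4me1. Over the median window, H3K4me1 was 11.5 and H3K36me3 4.50. H3K4me2 was 31.9 in a window of 3.5 kb. H3K27me3 was 0 in a window of 300 bp and 0 when thinned to the smallest library, where depth limits it to 2 reads per site before thinning. Of 153 values at named sites, 126 stayed in their interval, 6 rose, 20 fell and 1 reversed: H3K27me3 at the Sfrp2 site was 0 when thinned to the smallest library, against 3.28.

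The centre-to-flank ratio kept within its interval in 27 of 30 values. With flanks 500 to 1000 bp away it was 1.39 for H3K4me3 and 1.00 for H3K27me3, and with 0.5 added reads 0.556 for H3K27me3. The number of sites in a deposited peak went to 20 for H3K27ac and 0 for H3K27me3 with the lists exchanged, which follows from the exchange. With peaks within 1 kb it was 14 for H3K4me1 and 3 for H3K36me3.

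The median ratio of myotubes to myoblasts at the sites stayed in its interval in 31 of 36 values. For H3K4me2 it was 0.608 scaled by 1 kb windows with at least 20 reads, 0.286 scaled by 10 kb windows outside peaks and 0.599 in a window of 3.5 kb. For H3K4me1 it was 0.637 scaled by 10 kb windows outside peaks, and for H3K36me3 1.26 with 5 added reads. In a window of 3.5 kb the ratio was above 1 at 8 sites for H3K4me3 and at 8 for H3K4me1, and with 5 added reads at 18 for H3K27me3 and 19 for H3K36me3. The values with 5 added reads for these 2 marks follow from the setting, which pulls low counts toward 1.40 and 1.63, the ratios of total reads, and say nothing of the sites. With the added reads shared out by library size, the median was 0.512 for H3K27ac, 0.845 for H3K27me3 and 0.711 for H3K36me3, and the ratio was above 1 at 7 sites for H3K27me3. At named promoters, 266 of 285 values stayed, 10 rose, 5 fell and 4 reversed. With the TSS chosen by myoblast H3K4me3, the ratio at Mef2c was 0.552 for H3K4me2, 0.820 for H3K4me3 and 0.858 for H3K27ac, and with 2 kb downstream of the TSS that of Tmod1 was 1.05 for H3K4me2.

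With a MACS score of at least 100, the myoblast lists held 24505 peaks for H3K4me2, 37194 for H3K4me1, 32070 for H3K36me3, 4686 in the list deposited with H3K27ac and 21961 in that deposited with H3K27me3. The myotube lists held 31096 for H3K4me2, 28543 for H3K27ac, 16859 for H3K4me1, 635 for H3K27me3 and 28285 for H3K36me3. The share of the genome fell to 0.386% in the list with myoblast H3K27ac and 1.13% for myoblast H3K36me3, and in myotubes to 0.0162% for H3K27me3, 1.83% for H3K36me3 and 0.158% for H3K4me1. The share of H3K4me3 peaks overlapped became 97.47% for myoblast H3K4me2, 36.1% for H3K4me1, 7.39% for H3K36me3, 0.169% for the list with H3K27ac and 85.3% for that with H3K27me3. In myotubes it became 96.5% for H3K4me2, 76.1% for H3K27ac, 11.8% for H3K4me1, 0.00778% for H3K27me3 and 5.36% for H3K36me3. With an overlap of at least 50% of the H3K4me3 peak, the myoblast shares were 93.9% for H3K4me2, 27.5% for H3K4me1, 1.11% for H3K36me3, 0.342% for the list with H3K27ac and 55.4% for that with H3K27me3. The myotube shares were 85.9%, 57.4% for H3K27ac, 5.13% for H3K4me1, 0.0112% for H3K27me3 and 2.37% for H3K36me3. With the lists exchanged, the shares of H3K27ac and H3K27me3 in myoblasts were 87.8% and 0.731%. The lower numbers of peaks follow from the stricter limit.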

Differences from the paper's values

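For differentially expressed genes with a conserved ZBED6 site, the paper's text counts 45, while Table S5 lists 26. The paper's number of up-regulated genes is 28, against 15 in the table, and the paper's number of down-regulated genes is 17, against 11. None of the alternatives set before the data were examined changes the rows of the table, so none of them closed the gap.

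The paper states that ZBED6 sites have no association with H3K4me1. It used its ZBED6 peaks and the average signal in 3.5 kb, and reports the same result from a published dataset. The values here come from 26 sites, 21 of them within 1 kb of a TSS of their gene, over the genome mean. The sites and the measure therefore both differ from those of the paper. At the 26 sites of Table S5 the median H3K4me1 fold in myoblasts was 4.54 (95% interval 1.97 to 7.11), and the interval of the site lay above the genome mean at 18 of 26. Over the 200 kb around the site, the lowest of the alternatives, the median was 2.22, with 3.09 at the up-regulated and 1.18 at the down-regulated genes. The centre-to-flank ratio of H3K4me1, 0.787 (0.469 to 1.11), is a measure by which the sites do not stand above their flanks.

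The paper gives the Twist2 core that starts at 93697347 on the minus strand and the core that starts at 93697464 on the plus strand. In the mm9 reference GCTCG starts at 93697347 on the plus strand, and the core from 93697464 to 93697468 reads GCTCG on the minus strand.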

Other observations

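In this part, the tests of alignment, window and counting noise at the Igf2 site, of the exchange of lists or reads files, of read number behind the narrow H3K4me1 peaks and of the levels around the up-regulated and down-regulated genes were chosen only after the result was seen. The design gives no biological contrast for the myoblast patterns. Apart from the ZBED6 motif GGCTCGC, tested at the end of this part with a negative result, no biological explanation was tested for them.

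The Igf2 site had few reads of active marks and the highest H3K27me3 of the 26 sites in myoblasts. Repeated sequence that keeps reads from aligning uniquely is excluded for exact copies, since 99.82% of the 1119 words of 32 bases in reach of the 1 kb window occur once on chromosomes 1 to 19 and X. Copies with mismatches were not searched for. The 10 libraries of the other 5 marks gave 16 reads in the window where 17.9 would fall at the genome mean, 0.894 times (95% interval 0.511 to 1.45). High H3K4me3 just outside the window is excluded as well, since H3K4me3 in 3.5 kb was 0.264-fold against a median of 23.1-fold over the sites. H3K4me2 and H3K27ac were not part of this test. Counting noise around the genome mean is excluded by the lower Poisson bound of the H3K27me3 fold at the level adjusted for 26 sites, 1.89. This bound leaves out the variation between windows of the genome. Of these windows 98.3% lay below the site, and their 99th percentile was 16 reads, against 14 at the site. A highest value of this size among 26 ordinary windows is therefore not excluded. More copies of the region would raise all marks, and in the surrounding 200 kb the highest level among the other 5 marks was 1.20 times the genome mean, below the lower bound at the site of 2.79, while H3K27me3 there was 1.73 times. In myotubes H3K27me3 at the site was 3.57-fold and H3K4me3 2.33-fold, from 3 reads. That this site lies in a region with H3K27me3 in these cells remains as a hypothesis.

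The list of peaks deposited with the myoblast H3K27me3 sample held H3K27ac reads at 36.4 times the genome mean and H3K27me3 reads at 0.804 times, which is consistent with an exchange of the lists of H3K27me3 and H3K27ac. An exchange of the reads files instead is excluded, since the library named H3K27me3 had a median of 0.729-fold at promoters with an H3K4me3 peak, where the library named H3K27ac had 34.4-fold.

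The myoblast lists held 37991 peaks for H3K4me2, 12583 for H3K4me3, 67328 for H3K4me1, 82656 for H3K36me3, 17994 in the list deposited with H3K27ac and 34662 in that deposited with H3K27me3. The myotube lists held 57043, 17912, 92623, 62846, 47019 and 13623 in the same order of marks. Of the myoblast H3K4me3 peaks, 98.4% overlapped an H3K4me2 peak, 58.8% an H3K4me1 peak, 10.9% an H3K36me3 peak, 87.8% a peak of the list deposited with H3K27me3 and 0.731% one of the list deposited with H3K27ac. Of the myotube H3K4me3 peaks, 95.7% overlapped an H3K4me2 peak, 81.2% an H3K27ac peak, 41.8% an H3K4me1 peak, 8.56% an H3K36me3 peak and 0.073% an H3K27me3 peak. The numbers depend on depth and on peak calling.

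The myotube H3K4me1 peaks had a median width of 117 bp and covered 13.3 Mb, against 933 bp and 83.4 Mb in myoblasts. Fewer reads are excluded as the cause, since the myotube library held 0.968 times the reads of the myoblast library. Weaker enrichment in the myotube library may explain it, since its reads stood at 7.60 times the genome mean in the regions of the myoblast list, where the myoblast reads stood at 13.4 times. That list was called from the myoblast reads, which favours them. Shorter fragments cannot be told apart from other causes, because the strand shifts, 75 bp in myotubes and 65 bp in myoblasts, lie near the smallest shift searched. The settings used to call each list remain open.

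At the Twist2 promoter, 1 kb either side of the TSS, H3K27ac fell from 95 reads in myoblasts to 16 in myotubes, a ratio of 0.0663 (0.0364 to 0.113). The ratio was 0.237 (0.190 to 0.293) for H3K4me2, 0.348 (0.229 to 0.519) for H3K4me3 and 0.337 (0.175 to 0.614) for H3K4me1. A lower share of reads in enriched regions of the whole library is excluded as the whole cause, since 0.204% of 9299 promoters had a lower H3K27ac ratio. Fewer copies of the region are excluded as the whole cause too. In the surrounding 200 kb the ratio was 1.05 (0.941 to 1.16) for H3K27me3 and 0.668 (0.584 to 0.763) for H3K36me3, together 0.880 (0.810 to 0.954), and none of them falls as far as H3K27ac at the promoter. Over that 200 kb the ratio was 0.218 for H3K27ac, 0.365 for H3K4me2, 0.530 for H3K4me3 and 0.333 for H3K4me1. A change of this region on differentiation, or a difference between the single libraries, may remain as explanations.

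The ratio of myotubes to myoblasts at the Myog promoter was 6.82 (4.24 to 11.7) for H3K27ac, from 18 to 312 reads, and 5.76 (3.20 to 11.2) for H3K4me3. At Mef2c, H3K27ac went from 0 to 79 reads, and the 95% interval of the ratio begins at 8.23, and H3K4me3 from 1 to 88 reads, a ratio of 74.0 (12.9 to 2956). These reversed at the TSS chosen by H3K4me3 in the myoblast library. At Igf2, H3K4me3 went from 0 to 5 reads, and the interval begins at 0.771, so no change was resolved. For H3K27ac the ratio was 2.72 (1.48 to 5.48) at Tmod1, 0.412 (0.302 to 0.564) at Homer1, 43.7 (11.9 to 363) at Myoz2, 1.97 (1.58 to 2.47) at Tpm2, 7.57 (3.75 to 17.9) at Tnni2, 25.3 (10.7 to 78.5) at Actc1, 17.3 (2.95 to 699) at Myom1, 7.63 (4.55 to 13.8) at Tnnt3 and 22.8 (7.68 to 112) at Casq2.

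H3K4me2 was 2.57 times higher at the sites of down-regulated than of up-regulated genes of Table S5. With sites drawn anew within each group 10000 times, the central 95% of this ratio ran from 1.40 to 3.18. In the surrounding 200 kb all 6 marks had a higher median level around the down-regulated genes, 4.03 times for H3K4me2, 4.03 for H3K27ac, 3.63 for H3K4me1, 2.15 for H3K4me3, 1.79 for H3K36me3 and 1.26 for H3K27me3. More copies of these regions would raise all marks alike. The H3K27me3 ratio ran from 0.819 to 1.90 over the same draws, and the H3K4me2 ratio at the sites over it from 0.986 to 3.30, so more copies cannot be told apart from other causes with 15 and 11 sites. More H3K4me2 across the surrounding 200 kb may also explain the difference. Apart from these draws, which use fold over the genome mean, no test between the groups was run.

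A hypothesis of the re-analysis was that the ZBED6 motif itself goes with these marks at promoters. The 3706 promoters with GGCTCGC had a median H3K4me2 of 33.97-fold, at percentile 98.6 of 10000 random lists of promoters of like GC content (median 32.8). At 2830 GGCTCGC positions in promoters with an H3K4me3 peak, the H3K4me3 centre-to-flank ratio was 4.38 (3.89 in matched positions), at percentile 100. The bases of the motif rather than its order may explain these differences. Among 70 other sequences with the same bases and 1 CpG, 48.6% had a smaller excess of H3K4me2 than GGCTCGC and 31.4% a smaller excess in the centre-to-flank ratio. GGCTCGC did not stand out from them, so the result is negative for this sequence at promoters, whether ZBED6 binds there or not. The shorter GCTCG core was not tested.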
